# Study on the Effect of Macrophages on Vascular Endothelium in Mice With Different TCM Syndromes of Dyslipidemia and its Biological Basis Based on RNA-Seq Technology

**DOI:** 10.3389/fphar.2021.665635

**Published:** 2021-08-26

**Authors:** Jing Chen, Chao Ye, Zheng Yang, Tieshan Wang, Bing Xu, Pengyang Li, Shan Zhang, Xiaolin Xue

**Keywords:** macrophages, traditonal Chinese medicine, dyslipidemia, phlegm-dampness retention syndrome, spleen and kidney Yang deficiency syndrome, RNA-Seq

## Abstract

**Background:** “Treating the same disease with different methods” is a Traditional Chinese medicine (TCM) therapeutic concept suggesting that, while patients may be diagnosed with the same disease, they may also have different syndromes that require distinct drug administrations.

**Objective:** This study aimed to identify the differentially expressed genes and related biological processes in dyslipidemia in relation to phlegm–dampness retention (PDR) syndrome and spleen and kidney Yang deficiency (SKYD) syndrome using transcriptomic analysis.

**Methods:** Ten ApoE^−/−^ mice were used for the establishment of dyslipidemic disease–syndrome models via multifactor-hybrid modeling, with five in the PDR group and five in the SKYD group. Additionally, five C57BL/6J mice were employed as a normal control group. Test model-quality aortic endothelial macrophages in mice were screened using flow cytometry. Transcriptomic analysis was performed for macrophages using RNA-Seq.

**Results:** A quality assessment of the disease–syndrome model showed that levels of lipids significantly increased in the PDR and SKYD groups, compared to the normal control group, *p* < 0.05. Applying, in addition, hematoxylin and eosin staining of aorta, the disease model was also successfully established. A quality assessment of the syndrome models showed that mice in the PDR group presented with typical manifestations of PDR syndrome, and mice in the SKYD group had related manifestations of SKYD syndrome, indicating that the syndrome models were successfully constructed as well. After comparing the differentially expressed gene expressions in macrophages of the dyslipidemic mice with different syndromes, 4,142 genes were identified with statistical significance, *p* < 0.05. Gene ontology analysis for the differentially expressed genes showed that the biological process of difference between the PDR group and the SKYD group included both adverse and protective processes.

**Conclusion:** The differentially expressed genes between PDR syndrome and SKYD syndrome indicate different biological mechanisms between the onsets of the two syndromes. They have distinctive biological processes, including adverse and protective processes that correspond to the invasion of pathogenic factors into the body and the fight of healthy Qi against pathogenic factors, respectively, according to TCM theory. Our results provide biological evidence for the TCM principle of “treating the same disease with different treatments.”

## Introduction

As life quality increases and dietary patterns change, multiple factors are beginning to give rise to a growing morbidity of dyslipidemia in humans. A recent epidemiological study has shown that dyslipidemia is closely linked to cardiovascular and cerebrovascular diseases, including coronary atherosclerotic heart disease and cerebral infarction (Li et al., 2019). It is estimated that the overall morbidity of dyslipidemia in Chinese adults has reached 40.40% and is continuing to rise (Chu et al., 2016).

**GRAPHICAL ABSTRACT:**
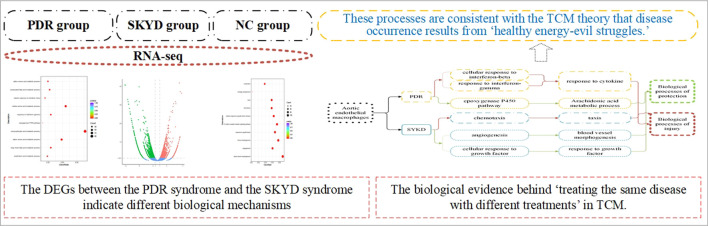

Dyslipidemia is characterized by abnormalities in the quantity and quality of lipids in the plasma, including lower high-density lipoprotein cholesterol (HDL-C) levels and higher triglyceride (TG), total cholesterol (TC), and low-density lipoprotein cholesterol (LDL-C) levels (Sarzynski et al., 2015). Lipid and cholesterol accumulation (Pantos et al., 2007) in the vascular wall may lead to endothelial dysfunction. Dyslipidemia is an independent and changeable risk factor shortening the onset time of atherosclerosis (Ciccone et al., 2011). The 2013 American College Foundation of Cardiology and American Heart Association guidelines on the management of blood lipids in atherosclerotic cardiovascular disease recommended that management of dyslipidemia is the key to controlling risk factors for ischemic cardiovascular events (Stone et al., 2014).

Numerous clinical studies and laboratory experiments have ascertained the satisfactory efficacy of TCM with respect to dyslipidemia, enriching the therapies available for the disease (He et al., 2018). Taking berberine orally has been shown to lower TG and cholesterol levels (Hu et al., 2012), and the oral administration of *Monascus* rice has also been found to significantly reduce the levels of blood lipids and to be well tolerated (Lin et al., 2005). An important effect of TCM lies in the accurate discrimination of TCM syndromes of dyslipidemia, which is the basis of TCM diagnosis and treatment. The differentiation of syndromes is brought about through the collection of clinical information (i.e., “TCM symptoms”) of patients via integrated TCM diagnostic methods, including looking, listening, and questioning the individual, and feeling their pulse, as well as analyzing and summarizing the etiological factors and pathogenesis according to the TCM theoretical approach.

As individuals present with different TCM symptoms, dyslipidemic patients may exhibit various syndromes that can be considered different TCM subtypes of dyslipidemia. For example, spleen and kidney Yang deficiency (SKYD) syndrome and phlegm–dampness retention (PDR) syndrome are both common in patients with dyslipidemia. In addition, the vascular endothelium is responsible for delivering nutrients in a dynamic way (Eelen et al., 2020), while dyslipidemia acts as a risk factor of cardiovascular disease, potentially by promoting endothelium dysfunction—a prerequisite for the occurrence of atherosclerotic manifestations (Scicchitano et al., 2019). A critical mechanism of endothelium dysfunction is oxidative stress. Excessive nitric oxide (NO) binding with hyperoxides can form a peroxynitrite anion (ONOO−), and ONOO− triggers oxidative stress of the vascular endothelium and endothelial injury through its oxidative effect (nitrification) on proteins, exacerbating the endothelial injury. Accordingly, the severity of endothelial injury can be indicated by ONOO− levels.

Our team has been studying the integration of TCM differentiation and Western medicine diagnosis alongside investigating endothelial injury differences as the characteristics between SKYD syndrome and PDR syndrome in dyslipidemia. Findings from our previous research have suggested that dyslipidemic patients with SKYD syndrome and PDR syndrome exhibit different serum ONOO− concentrations, reflecting the difference in TCM syndromes in a certain sense (Chen et al., 2016). Consequently, we theorize that different syndromes of dyslipidemia may correspond to different degrees of endothelial injury. In dyslipidemia, macrophages play a pivotal role in the process of endothelial injury. Recognizing this critical effect of macrophages, and following on from our previous study series, the present study focuses on aortic endothelial macrophages and explores the characteristics of the endothelial injury between individuals with SKYD syndrome and those with PDR syndrome as well as dyslipidemia.

In dyslipidemia, monocytes that migrate to the endothelium differentiate into macrophages via macrophage colony stimulating factors, and then damage the vascular endothelium. Macrophages consist of two subtypes, M1 and M2 macrophages (Davies and Taylor, 2015). Lactate dehydrogenase stimulates the expression of adhesion molecules and chemokines, thereby differentiating monocytes into macrophages through various pathways. M1 macrophages can release inflammatory factors that facilitate the progression of inflammation and further impair vascular endothelial cells (Pesce et al., 2009). M2 macrophages release anti-inflammatory factors that are involved in angiogenesis and tissue growth and delay the progression of inflammation (Moore and West, 2019). A prior study established that macrophages are indispensable in the formation of atherosclerosis (Yamada et al., 1998). Moreover, according to TCM theory, the two subtypes exhibit antagonistic characteristics, corresponding to “healthy Qi” (the ability to combat evils, preventing disease) versus “evil Qi” (pathogenetic factors, factors damaging healthy Qi). The interactions between healthy Qi and evil Qi are characterized by “healthy energy–evil struggles, mutually opposing and constraining, and the rule of waxing and waning” in the occurrence and development of diseases and syndromes.

Disease–syndrome combination is a significant mode for TCM diagnosis and treatment in the clinic. Furthermore, in this context, the in-depth investigation of diseases and syndromes requires biological studies using disease–syndrome animal models in agreement with the traits of TCM theories to apprehend the underlying mechanisms. The characteristics of such models, such as rigorous controls, high repeatability, and success rates, make it easier to regulate the research cycle, repetitively perform experiments, collect more data, and comprehensively analyze the data. Hence, the establishment of an appropriate disease–syndrome animal model is increasingly attracting research attention.

An important element of TCM syndrome research is the investigation of biological mechanisms and the characteristics of syndromes using animal models. Accordingly, we developed a disease–syndrome animal model in the present study for analysis. The quality of a disease–syndrome animal model can affect the accuracy and credibility of any study based on it. We employed multifactor-hybrid modeling and established dyslipidemic mouse models featuring SKYD syndrome and PDR syndrome, based on the model used in our previous study, so that the quality of the animal models could be ensured as much as possible. The disease model replicated the core physiopathologic process present during the occurrence and development of a disease, and the syndrome models each simulated the core etiology and pathology during the onset of a syndrome.

Transcriptomics is a technique used to study gene transcription and regulation related to TCM syndromes and is conducive to in-depth biological research toward a better understanding of the pathogenesis of TCM syndromes, and so warrants more prevalent application in TCM syndrome research (Jiang and Li, 2020). Gan et al. (2020) studied Yin deficiency–heat syndrome using transcriptomics technology and obtained its potential biomarkers. Currently, though, studies concerning the characteristics of SKYD syndrome and PDR syndrome in relation to dyslipidemia are rarely reported. Our study focuses on the two-way impacts between the severity of endothelial injury and macrophages, and analyzes the differences in biological processes and signaling pathways between different TCM syndromes (subtypes) of dyslipidemia using transcriptomic techniques. Thus, this study provides a reference for in-depth mechanical research of TCM syndromes and studies of the targets of TCM drugs.

## Materials and Methods

Figure 1 presents an overview of the study’s materials and methods, described in full below.

**FIGURE 1:**
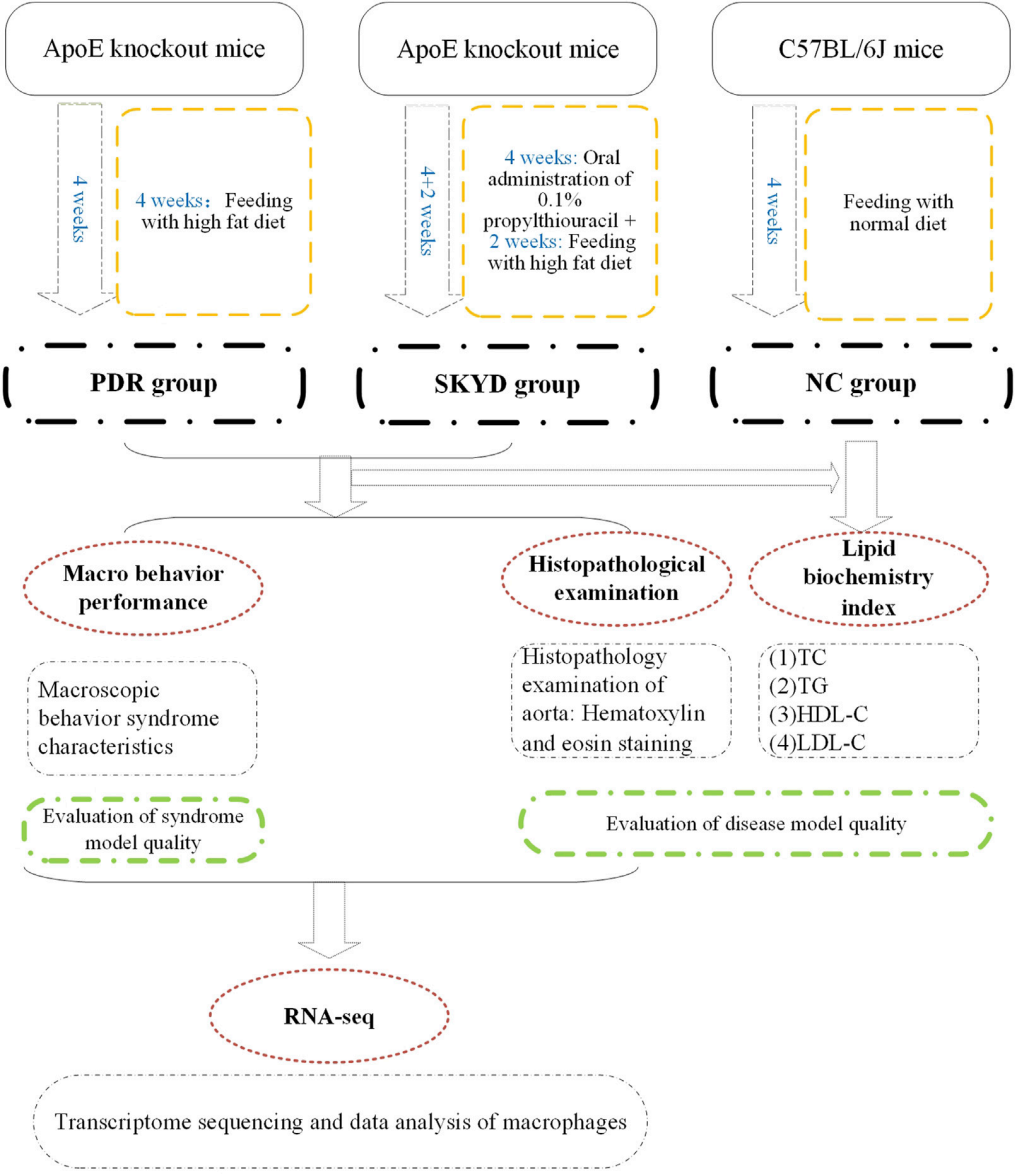
Flowchart of the study.

### Experimental Animals

The animals featured in the research comprised 10 apolipoprotein E knockout (ApoE^−/−^) mice—male, 6 weeks old, body mass about 20 ± 5 g—and five C57BL/6J mice of the same strain—male, 6 weeks old, body mass about 20 ± 5 g. All animals were raised in the Beijing Changyang Xishan Farm; the rearing environment incorporated a room temperature of 21–25°C, 50%–70% humidity, and 12 h of alternating shade. The ethics of this study were approved by the animal ethics review committee of the Institute of Basic Theories of Chinese medicine, Chinese Academy of Chinese Medical Sciences, approval no. 201908006 (Beijing, China).

### Experimental Reagents and Model-Making Feed

#### Main Reagents for the Experiment

LDL cholesterol test kit (Nanjing Jiancheng Bioengineering Institute Co., Ltd.); total cholesterol lipoprotein test kit (Nanjing Jiancheng Bioengineering Institute Co., Ltd.); HDL cholesterol test kit (Nanjing Jiancheng Bioengineering Institute Co., Ltd.); triglyceride test kit (Nanjing Jiancheng Bioengineering Institute Co., Ltd.); FITC anti-mouse F4/80 antigen (BM8.1) (Tonbo Biosciences Co., Ltd.); PE anti-human/mouse CD11b (M1/70) (Tonbo Biosciences Co., Ltd.); hematoxylin–eosin (HE) staining solution (Aijia Biotechnology Co., Ltd.).

##### Experimental Modeling Feed

The dyslipidemic feed formula consisted of 63.6% basal feed +15% lard +20% sucrose +1.2% cholesterol +0.2% sodium cholate, provided by Beijing Keaoxieli Feed Co.

### Modeling and Evaluation Methods of Animal Models of Diseases and Syndromes

#### Modeling Methods

##### The PDR Group

Five ApoE knockout mice were randomly selected and fed a high-fat diet for 4 weeks, from Weeks 1–4 (the disease model was constructed at 2 weeks, and the syndrome model was constructed at 2 weeks).

##### The SKYD Group

Five ApoE knockout mice were randomly selected and given 0.1% propylthiouracil by gavage at a dose of 10 mg/(kg·d) during Weeks 1–4 (constructing the syndrome model), and high-fat chow for 2 weeks during Weeks 5 and 6 (constructing the disease model).

##### The Normal Control Group

Five C57BL/6J mice were given normal chow for modeling for a total of 4 weeks from Weeks 1–4.

#### Model Evaluation Methods

Model evaluation was completed as follows: 1) evaluation of model quality of dyslipidemia by means of serum lipid index testing and aortic pathology staining; 2) evaluation of model quality of the PDR group and the SKYD group by observing the characteristic manifestations of the syndromes.

### Sampling and Macrophage Screening Methods

Mice were fasted without water for 18 h before sampling and given anesthesia for execution.

#### Animal Serum

Animals in the PDR group, the SKYD group, and the NC group, after taking whole blood, placed in conventional serum tubes, 3,000 rpm for 10 min, separated serum, divided and immediately stored in −80°C refrigerator.

#### Animal Tissues

Aortic tissues were taken from animals in the PDR group and the SKYD group.

#### Macrophages

Aorta of animals from the PDR group and the SKYD group were isolated and removed intact, digested by adding trypsin, sieved and ground, digestion was terminated, centrifuged, supernatant was decanted, re-suspended by adding PBS, centrifuged again, supernatant was decanted, and labeled with FITC anti-mouse F4/80 antigen (BM8.1) and PE anti-human/mouse CD11b (M1/70), blown and re-suspended, and stored away from light. After labeling the macrophages, the macrophages were screened by fluorescence-activated cell sorting (FACS) using the MoFlo XDP Ultra-Fast Flow Cell Sorting System (Beckman Coulter Co., Ltd.). (See Supplementary Material S1).

### Measurement of Indicators

#### General Observation of the Model

Observing and recording mental status, body hair glossiness, movement, feces, etc.

#### Lipid Index Testing

Serum testing of TG, TC lipoprotein, HDL-C, and LDL-C levels in each group.

#### Aortic Histopathology

Specimens were fixed in 10% neutral formalin at room temperature for 24 h. The specimens were fixed for 48 h at room temperature using freshly prepared 4% formaldehyde, followed by paraffin embedding and sectioning. Specimens were cut into 4 mm-thick sections and subjected to histological HE staining to observe the morphological features of the vascular endothelium.

After staining, the slices were photographed and examined using an optical microscope (AE41; Motic) equipped with a digital scanner (Panoramic MIDI; 3DHISTECH) to record images of the stained slices.

#### Macrophage Transcriptomic Sequencing and Data Analysis

Total RNAs of macrophages were extracted in accordance with the TRIzol® manual (Life Technologies, Inc., Gaithersburg, MD, United States). Preparation of library and sequencing of transcriptomes were carried out using Illumina HiSeq X Ten (Novogene Bioinformatics Technology Co., Ltd., Beijing, China). The mapping of 100-bp paired-end reads to genes was undertaken using HTSeq v0.6.0 software, while fragments per kilo base of transcript per million fragments mapped (FPKM) were also analyzed. Raw reads from RNA-Seq libraries were trimmed to remove the adaptor sequence and the reads with adaptor contaminants and low-quality reads (the mass value Q score <5 of the base number accounts for more than 50%) and reads from N (N indicates that the base information that cannot be determined) which was >10%.

After filtering, reference genome and gene model annotation files were downloaded from a genome website browser (NCBI/UCSC/Ensembl). Indexes of the reference genome were built using Bowtie (version 2.0.6) and paired-end clean reads were aligned to the reference genome using TopHat (version 2.0.9). Bowtie was used for a Burrows–Wheeler transform algorithm for mapping reads to the genome, and TopHat can generate a database of splice junctions based on the gene model annotation file and thus achieve a better mapping result than other non-splice mapping tools.

For the quantification of gene expression level, HTSeq (version 0.6.1) was used to count the read numbers mapped for each gene. The reads per kilo base of transcript per million mapped reads (RPKM) of each gene was calculated based on the gene read counts mapped to this gene. A differential expression analysis was performed using the DESeq R package (3.18.1). The *p* values were adjusted using the Benjamini and Hochberg method. A corrected *p* value of 0.05 and absolute fold change of 2 were set as the threshold for significantly differential expression.

Gene ontology (GO) enrichment analysis of differentially expressed genes (DEGs) was implemented using the clusterProfiler R package, in which gene length bias was corrected. GO terms with a corrected *p* value of less than 0.05 were considered significantly enriched by DEGs.

### Statistical Methods

Subject-related data were statistically processed by applying SPSS (version 19.0) statistical software. The measurement data were expressed as the mean plus or minus the standard deviation. A one-way analysis of variance with randomized group design was used for comparison between groups; Fisher’s least significant difference test was used for two-way comparison, if the data variance was the same; Tamhane’s test was used for two-way comparison, if the variance was not the same; and the difference was considered statistically significant at *p* < 0.05. The test level was α = 0.05, and the confidence interval for parameter estimation was 95%.

## Results

### General Information and Macro Behavioral Performance

Ten ApoE knockout mice and five C57BL/6J mice of the same strain without deletion were used in the experiment, with 15 mice entering into the resulting analysis. Before sampling, the mice in the PDR group had exhibited loss of body hair brightness, lethargy, and laziness; the mice in the SKYD group had showed arching of the back and curling up, tranquil, lethargy, lying down, and a propensity to pile up.

### Comparison of Blood Lipid Indexes

Evaluating the lipid indexes, compared with the NC group, TG, TC, and LDL-C levels were found to be significantly higher in the PDR group and the SKYD group, *p* < 0.05. Compared with the NC group, no significant statistical differences were perceived between the HDL-C indexes of the PDR and SKYD groups. No significant statistical differences were seen between the PDR and SKYD groups when comparing TG, TC, and HDL-C levels. Also, no statistically significant differences were found in the comparisons of the TG, TC, HDL-C, LDL-C, and LDL-C indexes between the PDR and SKYD groups. These results are summarized in Tables 1–4.

**TABLE 1:** Total cholesterol index in three groups of mice (mean ± standard deviation).

Group	TG index
PDR group	23.32 ± 2.33^a^
SKYD group	29.32 ± 6.32^b^ ^,^ ^c^
NC group	2.38 ± 0.38
F	65.82
*p*	0.000

a was compared with NC group, *p* <0.05;

b was compared with NC group, *p* <0.05;

c was compared with PDR group, *p >*0.05.

**TABLE 2:** Triglycerides index in three groups of mice (mean ± standard deviation).

Group	TC index
PDR group	2.96 ± 0.11^a^
SKYD group	4.71 ± 1.15^b^ ^,^ ^c^
NC group	0.80 ± 0.79
F	43.07
*p*	0.000

a was compared with NC group, *p* <0.05;

b was compared with NC group, *p* <0.05;

c was compared with PDR group, *p >*0.05;

**TABLE 3:** HDL-C index in three groups of mice (mean ± standard deviation).

Group	HDL-C index
PDR group	5.17 ± 2.15
SKYD group	3.03 ± 1.92^a^
NC group	3.55 ± 0.68
F	2.13
*p*	0.162

Note:

a was compared with PDR group, *p >*0.05;

**TABLE 4:** LDL-C index in three groups of mice (mean ± standard deviation).

Group	LDL-C index
PDR group	2.54 ± 0.22^a^
SKYD group	3.60 ± 1.39^b^ ^,^ ^c^
NC group	0.89 ± 0.12
F	13.88
*p*	0.001

Note:

a was compared with NC group, *p* <0.05;

b was compared with NC group, *p* <0.05

c was compared with PDR group, *p >*0.05.

### Comparison of HE Staining Examination

The aortas from the PDR group and the SKYD group were examined using HE staining. The endothelial surface of the vessels was observed to be smooth, the inner, middle, and outer membranes showed clear, and no obvious lipid deposition or lipid streak production was seen. See Figure 2.

**FIGURE 2:**
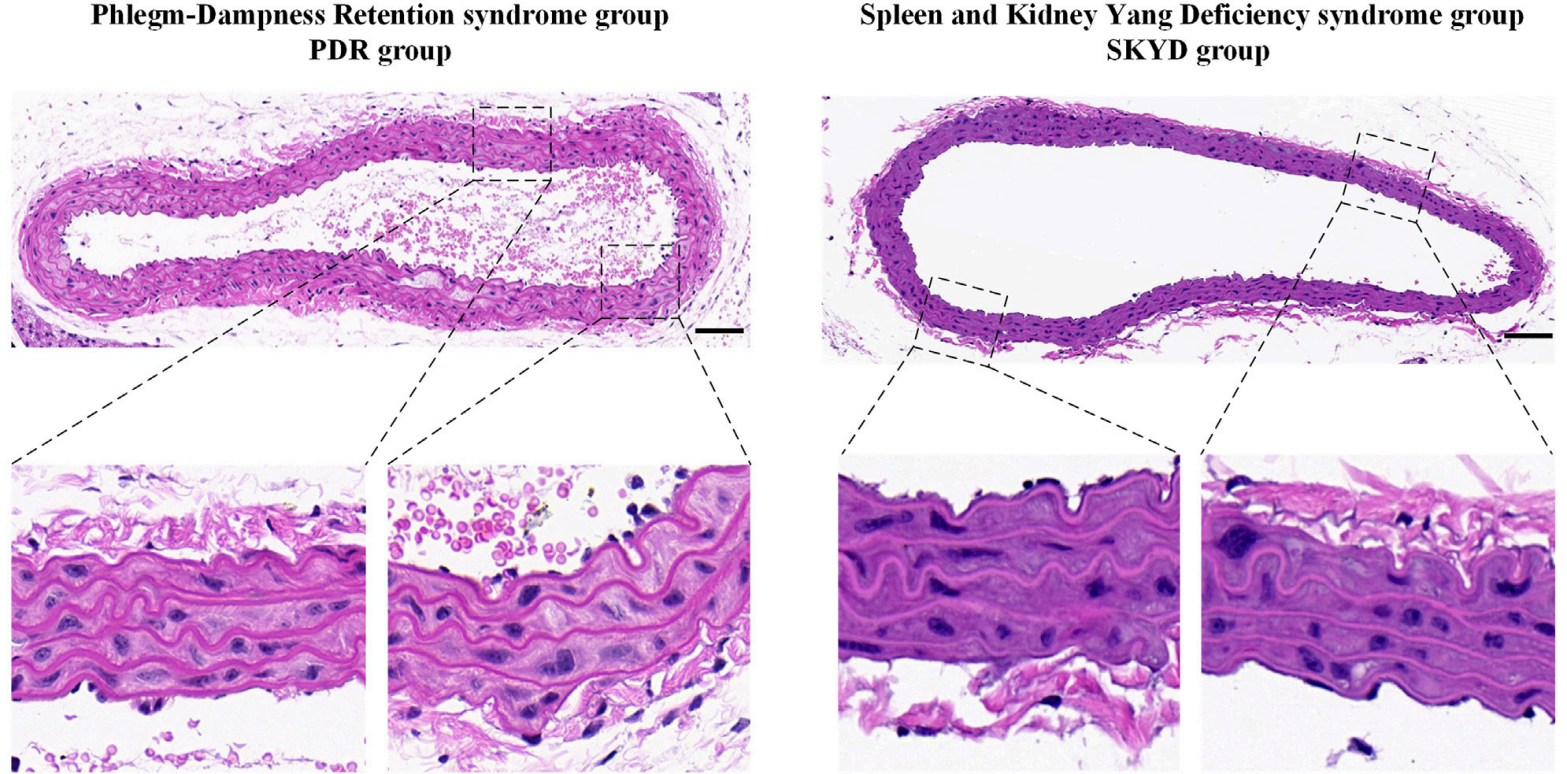
The aorta was stained with hematoxylin and eosin. Scale bars represent 100 μm.

### Transcriptome Sequencing Analysis of Macrophages in Mice With Dyslipidemia Syndrome Model

#### Analysis of DEGs in Macrophages of Mice With Different Syndromes of Dyslipidemia Generated by RNA Sequencing

After comparing the DEG expressions in macrophages in dyslipidemic mice with different syndromes, 4,142 genes were identified with statistical significance, *p* < 0.05. Among them, 1,781 genes were upregulated and 2,361 genes were downregulated. 

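RNA sequencing compared aortic macrophages of ApoE knockout mice with PDR syndrome and with SKYD syndrome. The cells were sorted on F4/80 and CD11b, which are surface proteins of macrophages and other myeloid cells, and the cells of 5 mice were pooled in each group. Each group therefore had 1 library, and no difference given for these data has a replicate check. The feeding also differed between the groups. PDR mice had 4 weeks of high-fat diet. SKYD mice had 4 weeks of propylthiouracil, a drug that lowers thyroid hormone, at 10 mg/kg per day and then 2 weeks of high-fat diet, so syndrome, drug, diet time and age cannot be separated in these libraries.

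The authors counted reads on each gene with HTSeq and deposited normalized values (FPKM) for 54532 genes. Multiplying FPKM by gene length and by the size of the library gave whole numbers of reads for 100% of the 17738 genes above 0 in the PDR library and of the 20499 genes above 0 in the SKYD library. The size of each library was set from the read numbers in Supplementary Material S2. The recovered reads on genes sum to 23086889 in the PDR library and 25427863 in the SKYD library. The size behind FPKM was 1.02 times the sum of reads in the PDR library and 0.983 times the sum in the SKYD library. Differences are given as log2(FPKM + 1) in the PDR library minus that in the SKYD library, for the 10399 genes with a mean FPKM of at least 1. The median difference of these genes was -0.0035. Intervals are 95% confidence intervals from exact (Clopper-Pearson) limits on how a gene's reads split between the libraries, and for a share of reads they are exact binomial intervals. They cover counting error only, not the spread between mice. A count of 0 allows up to 3 reads. For folds by reads, a count of at most 3 was set to 3 and the larger count was taken as exact. Such folds are not confidence limits.

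The F4/80 gene Adgre1 (ENSMUSG00000004730) had 6639 reads in the PDR library and 7551 in the SKYD library. For the CD11b gene Itgam (ENSMUSG00000030786) the reads were 1043 and 1803. The median difference of 18 macrophage markers was -0.61, and these markers took 4.10% of reads in the PDR library (95% CI 4.10 to 4.11) and 7.21% in the SKYD library (95% CI 7.20 to 7.22). B cell markers had a median difference of 2.21, and T and NK cell markers of -1.62. Erythroid markers, which include the haemoglobin genes, took 1.72% of reads in the PDR library and 2.21% in the SKYD library. Both libraries had reads on the Y chromosome gene Ddx3y, 806 in PDR and 934 in SKYD. Apoe, the gene deleted in these mice, had reads in both libraries, and reads per gene do not show which exons they came from.

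**Figure D1:**
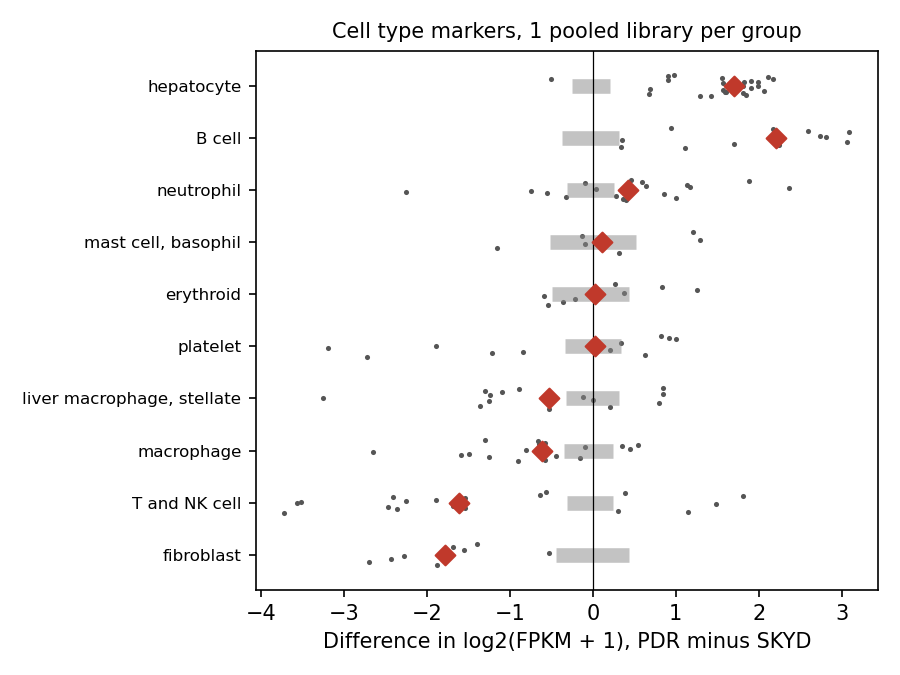
Difference in log2(FPKM + 1), PDR minus SKYD, of genes that mark 10 cell types. Each dot is a gene with a mean FPKM of at least 1, each diamond is the median of a list, and each grey bar is the central 95% of the medians of 10000 random lists matched on mean expression. The B cell median is 2.21 and the macrophage median is -0.61.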

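Among the tested genes, 767 were more than 2-fold higher in the PDR library and 719 were more than 2-fold higher in the SKYD library, 1486 in all. These are counts of differences between single pooled libraries and carry no p-value. The genes higher in PDR included 542 protein-coding genes and 117 immunoglobulin genes. Among the genes higher in SKYD were 473 protein-coding genes, 31 immunoglobulin genes and 85 T cell receptor genes. In log2(FPKM + 1), the gene with the largest difference in PDR was Ighv1-50, and that in SKYD was Dntt. Ighv1-50 (ENSMUSG00000094198, an immunoglobulin variable gene on chromosome 12 from 115119748 to 115120219 of GRCm38) had 4267 reads in the PDR library and 6 in the SKYD library, a log2 difference of 8.17 (95% CI 7.64 to 8.57). Dntt (ENSMUSG00000025014, chromosome 19 from 41029275 to 41059523), which adds bases when antigen receptor genes recombine, had 39 reads in the PDR library and 10953 in the SKYD library, a log2 difference of -6.86 (95% CI -7.06 to -6.64). After these, the largest differences on this scale were those of Ighv1-75, Ighv9-2, Igkv4-74 and Ighv5-15 in PDR, and of Gm15340, Igkv4-56, Tcrg-C2 and Dgkeos in SKYD. Gm15340 and Dgkeos are non-coding RNA genes, and the others are antigen receptor genes. Ighv1-75, Ighv9-2, Igkv4-56 and Dgkeos had at most 3 reads in 1 library, so that their folds are uncertain. Dgkeos, with 0 and 2352 reads, was 737-fold higher in SKYD when its PDR count was set to 3. The order depends on the pseudocount. At 0.1, Ighv9-2 had 9.80 against 9.35 for Ighv1-50, and Dgkeos had -8.79 against -7.87 for Dntt. Dgkeos did not lead in SKYD there. Igkv4-56 also had 0 reads in PDR and had a higher FPKM in SKYD, 53.0 against 44.1, so its difference was larger.

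A negative binomial exact test of the reads compares these libraries, not the conditions, and needs an assumed coefficient of variation because no spread can be measured. Besides the 2-fold difference, the test at an adjusted p of 0.05 and an assumed coefficient of 0.4 left 141 genes higher in PDR and 197 higher in SKYD, the lowest counts of any setting. The highest were those of the test over the 20485 genes with more than 1 read at a coefficient of 0.1, which called 2267 and 3115, and that setting was chosen after the data were seen.

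**Figure D2:**
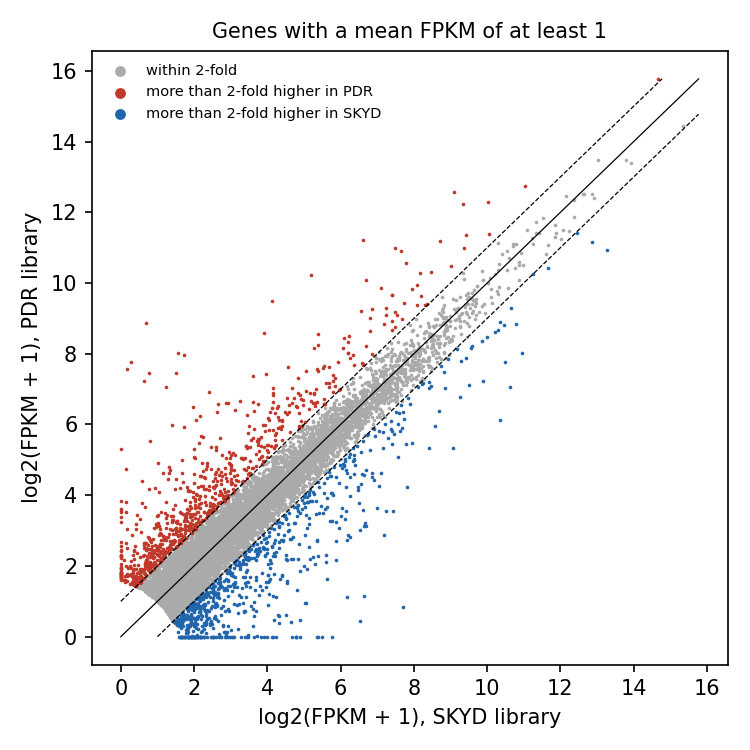
log2(FPKM + 1) in the PDR library against that in the SKYD library, 1 dot per gene with a mean FPKM of at least 1. Dashed lines mark a 2-fold difference, with 767 genes above them and 719 below.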

See Figure 3.

**FIGURE 3:**
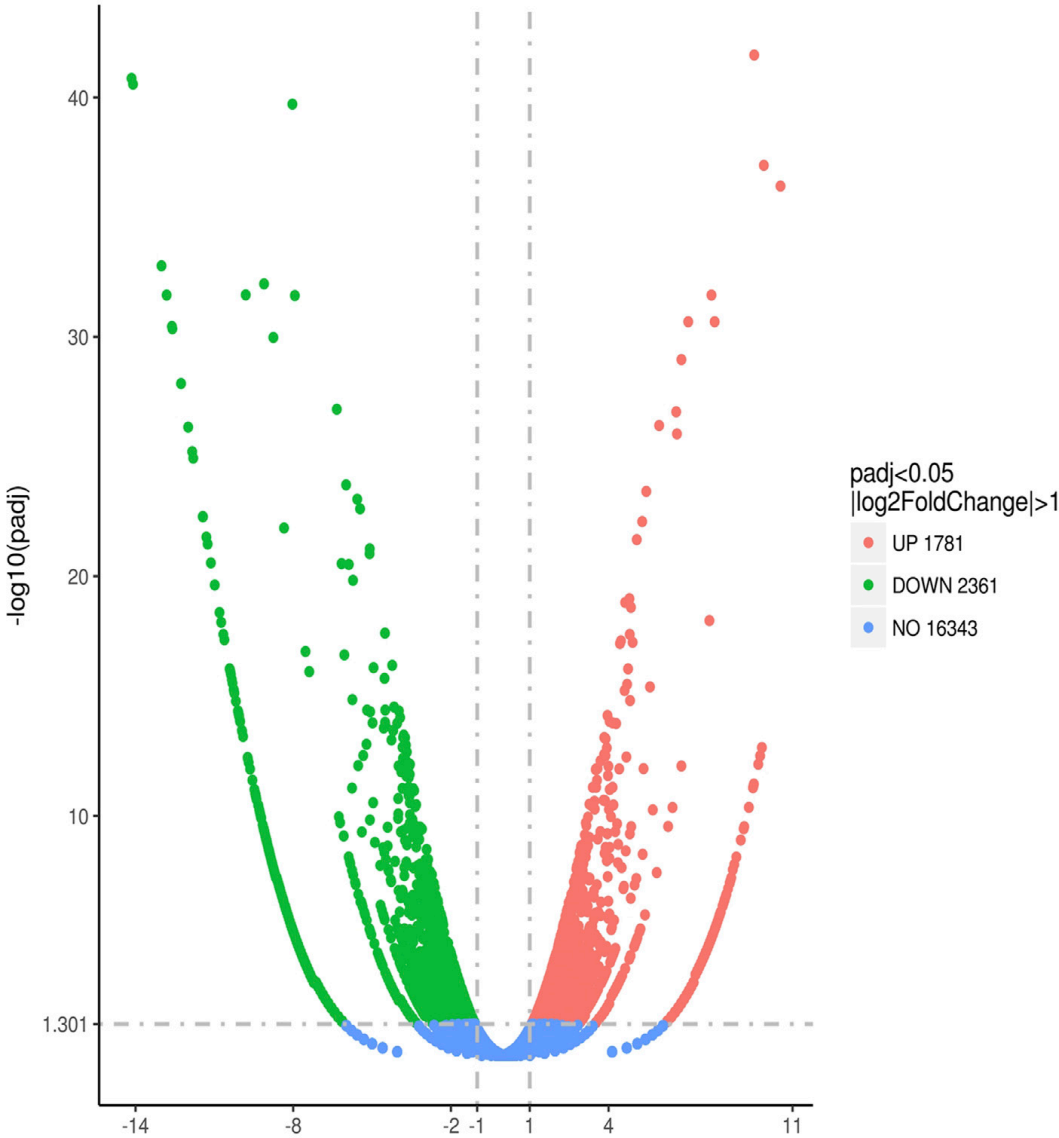
Quantitative comparison of gene expression levels in aortic macrophages of mice with dyslipidemia: PDR group vs. SKYD group.

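The genes listed in Supplementary Material S2 were located in the deposited values. The list has 284 entries for 283 genes, since 1 gene has a repeated entry. The reads recovered from FPKM equal the listed reads for all 284 entries, which were also used to set the library sizes. The study chose these genes on the same libraries, so their differences are no independent evidence. Of the genes with more SKYD reads, 81 were more than 2-fold higher in the SKYD library. The mean FPKM was under 1 for 130 of them, and 85 had at most 3 reads in the PDR library, so that their folds are uncertain. With a pseudocount of 0.1 in place of 1, the number more than 2-fold higher in SKYD was 186.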

Through additional reference to bioinformatics information, a total of 284 DEGs were selected in this study for in-depth analysis of content related to vascular endothelial injury. 

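Counted by reads, 65 genes of Supplementary Material S2 had more reads in the PDR library and 218 had more in the SKYD library. The median number of reads of the 65 genes was 686 in the PDR library and 140 in the SKYD library. For the 218 genes, it was 16 in the PDR library and 102 in the SKYD library. Of the 65 genes, 46 were more than 2-fold higher in PDR and 22 were Cyp genes.

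The largest difference among the 65 was that of Gapdh (ENSMUSG00000057666, chromosome 6 from 125161715 to 125166467), with 4375 reads in the PDR library and 77 in the SKYD library, a log2 difference of 4.72 (95% CI 4.57 to 4.86). Gapdh is commonly used as a reference gene and has many annotated copies. Of 11 other genes commonly used as references, the gene with the highest mean FPKM, B2m, had a log2 difference of 0.45 and Actb of -0.75. Gbp2b, a guanylate-binding protein gene, had 4138 and 114 reads in the PDR and SKYD libraries. Iigp1 had 5433 and 269, Acod1 had 1783 and 66, and Tgtp1 had 3013 and 362.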

In a comparison of the 74 DEGs between the PDR group and the SKYD group, the number of reads in the PDR group was statistically higher than that in the SKYD group, *p* < 0.05. See Supplementary Material S2.

#### GO Enrichment Analysis of DEGs Associated With Vascular Endothelial Injury in Macrophages

Through GO enrichment analysis based on DEGs, macrophage sequencing data of mice in the PDR group and the SKYD group were analyzed, focusing on the enrichment results of biological processes related to vascular endothelial injury.

The differential pathways that were upregulated in the PDR group compared to the SKYD group primarily included the arachidonic acid (AA) metabolic process, epoxygenase P450 pathway, response to interferon-gamma, and cellular response to interferon-beta, as illustrated in Figure 4.

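Gene lists for these processes, which do not come from the enrichment of the study, were compared between the libraries. Each list's median difference was placed among the medians of 10000 random lists matched on mean expression, as a description of these libraries. The median difference of 33 genes of the response to interferon-gamma was 0.93, above 100% of the random lists. For 32 genes of the response to interferon-beta it was 0.97, also above 100% of them. All 16 expressed genes of the epoxygenase P450 pathway were higher in PDR, with a median of 1.65 and differences from 1.03 to 2.08. Other enzymes of AA metabolism had a median of -0.01 over 27 genes, at the 53.6 percentile of random lists, with 13 genes higher in PDR and 14 lower. With the Reactome set of interferon-gamma signaling in place of the list, the median was 0.45, the alternative that moved that list most. The other AA enzymes changed sign with the Reactome set, to 0.059. Without hepatocyte, platelet and Cyp genes, their median was -0.38, below the central range of random lists. From the enrichment of these processes, the paper states that they were upregulated in the PDR group.

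**Figure D3:**
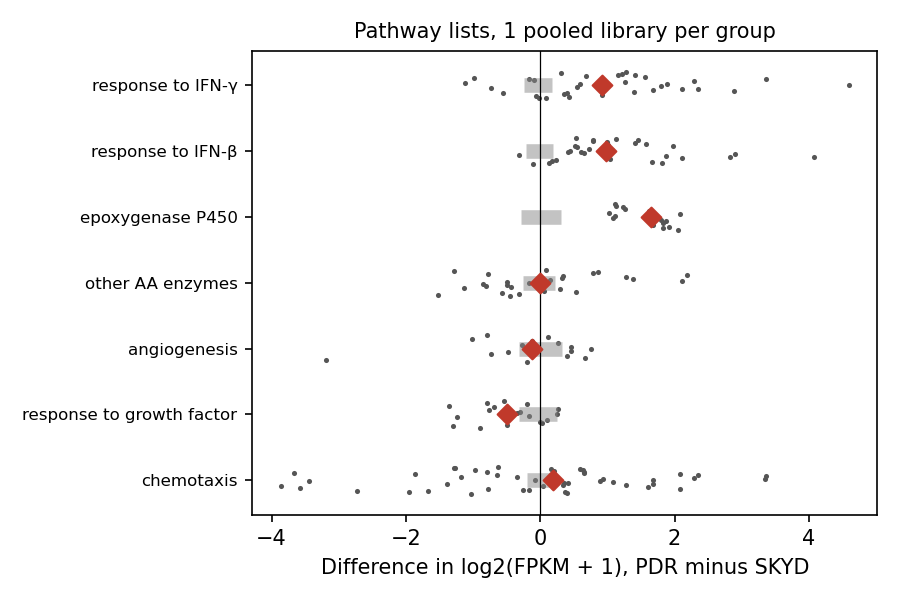
Difference in log2(FPKM + 1), PDR minus SKYD, of the genes of 7 lists. Each dot is a gene with a mean FPKM of at least 1, each diamond is the median of a list, and each grey bar is the central 95% of the medians of 10000 random lists matched on mean expression. The epoxygenase P450 genes lie between 1.03 and 2.08, and the chemotaxis genes spread from -3.87 to 3.37.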

**FIGURE 4:**
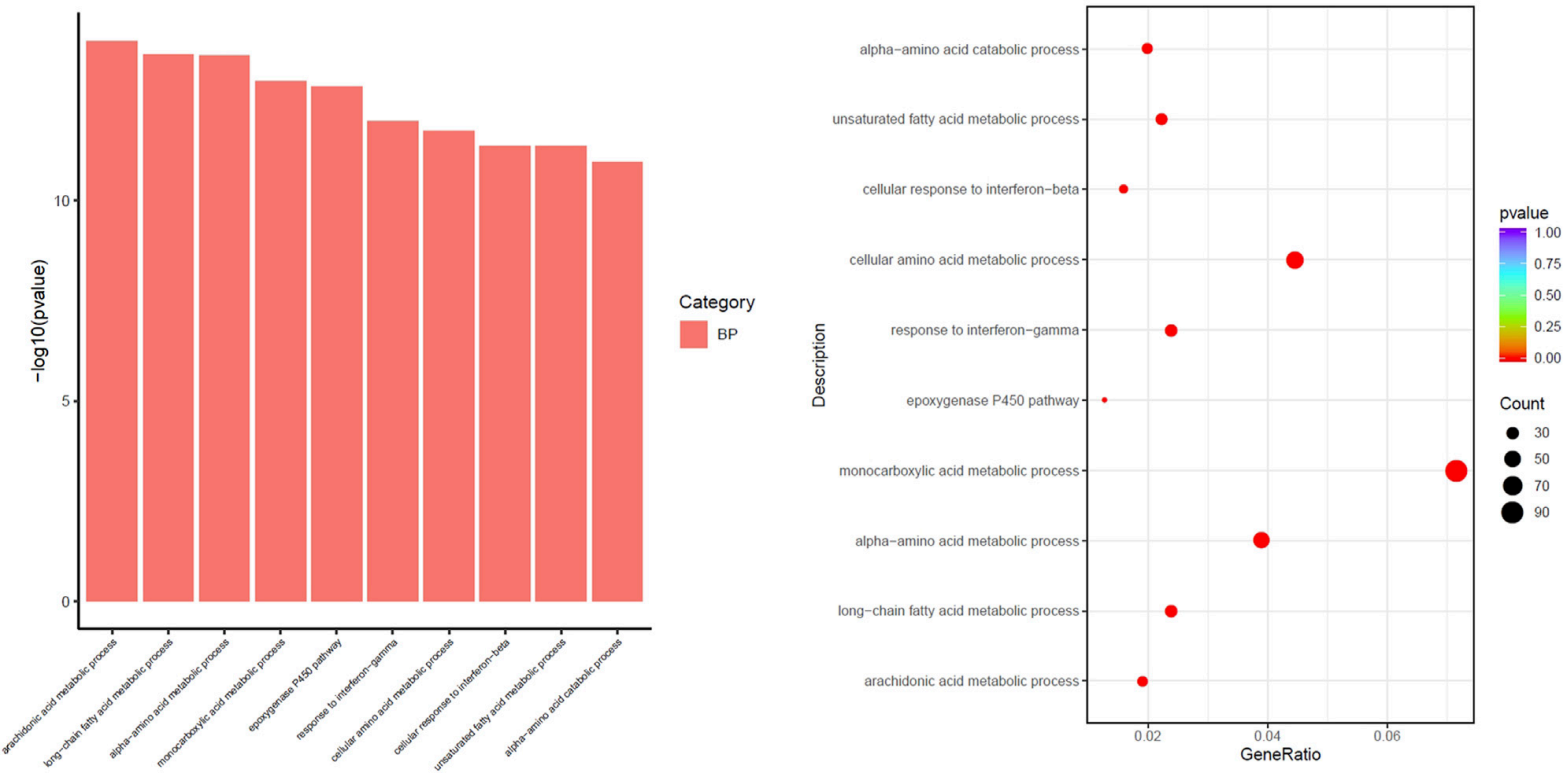
Different biological process of upregulation in the group with PDR syndrome compared with the group with SKYD syndrome.

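Lists of genes for angiogenesis, the response to growth factor and chemotaxis were treated in the same way. Of 57 angiogenesis genes, 15 had a mean FPKM of at least 1. Their median difference was -0.12, inside the central range of random lists from -0.31 to 0.33. Of the angiogenesis genes that the study selected on these libraries, 14 had more SKYD reads and 0 had more PDR reads. With the Reactome set of VEGF signaling, the median was 0.021. The 19 expressed genes of the response to growth factor had a median of -0.50, at the 0.13 percentile of random lists, and 15 of them were lower in PDR. The study selected 10 genes of this list with more SKYD reads and 0 with more PDR reads. Over all genes without a filter on FPKM, that median was -0.11 and lay inside the central range. Among 49 chemotaxis genes, 27 were higher in PDR and 22 were higher in SKYD. Their median was 0.20, above the central range of random lists, and without a filter on FPKM it was 0.037 and inside that range. The list also holds markers of other cell types, so this median does not describe macrophages alone.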

The differential pathways that were upregulated in the SKYD group compared to the PDR group primarily included blood vessel morphogenesis, angiogenesis, response to growth factor, cellular response to growth factor stimulus, chemotaxis, and taxis. See Figure 5.

**FIGURE 5:**
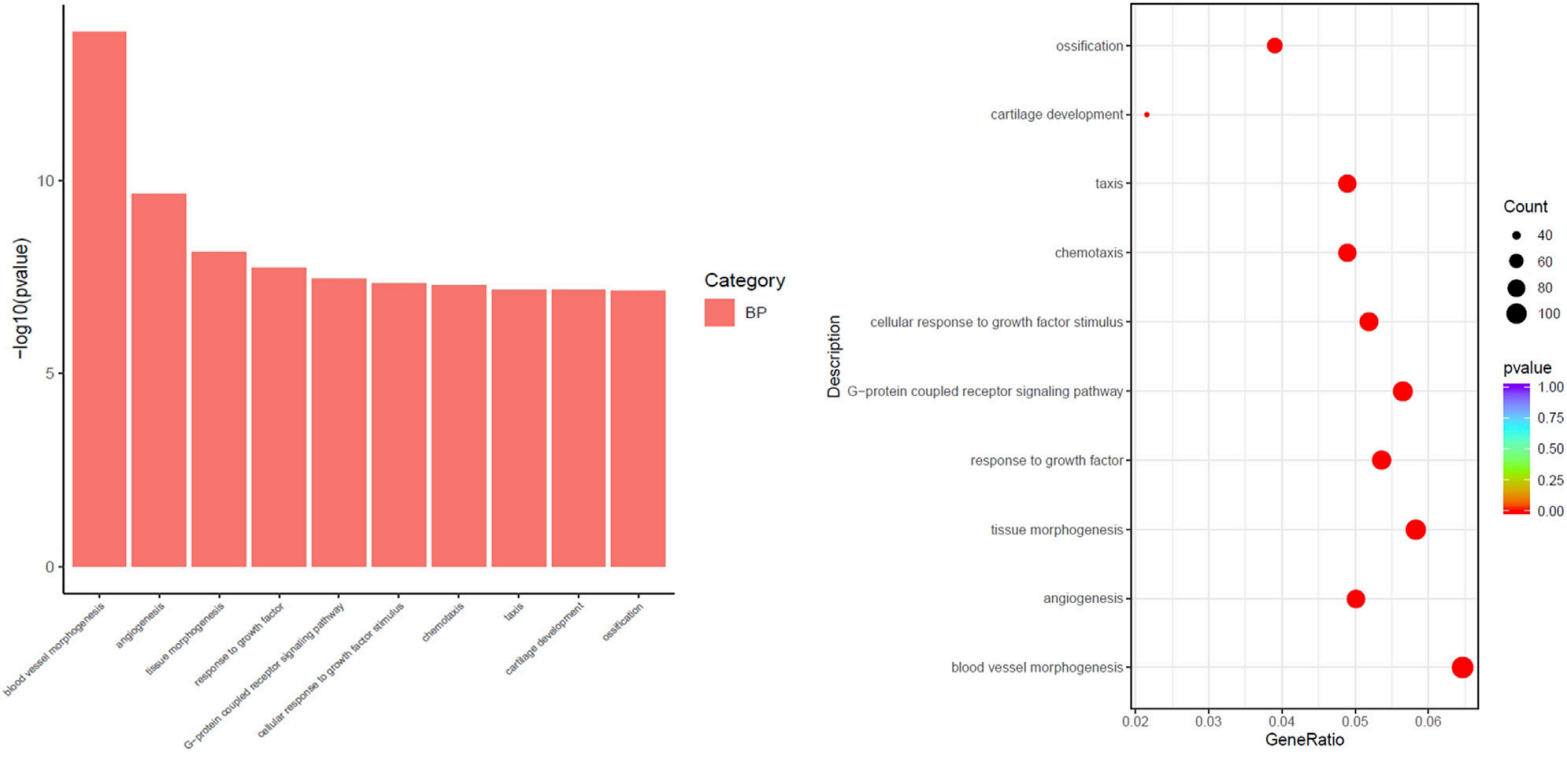
Different biological process of upregulation in the group with SKYD syndrome compared with the group with PDR syndrome.

## Discussion

Dyslipidemia may significantly increase the morbidity and mortality associated with cardiovascular diseases (Lee et al., 2017). Prior research has found that effective control of blood lipid levels may reduce the possibility of relapsed coronary heart disease and its mortality (Mozaffarian et al., 2015). Therefore, proactive diagnosis and treatment for dyslipidemia, the most critical risk factor of atherosclerosis, is essential for decreasing the incidence and mortality of coronary heart disease and cerebral infarction (Rhee et al., 2019).

Treatment based on syndrome differentiation is the quintessence of TCM (Xu et al., 2021). Syndromes as a distinctive concept in TCM are the core content of the theory and provide vital evidence for treatment and prescription. TCM treatment has been shown to offer advantages in the management of dyslipidemia (Sham et al., 2014; Xu et al., 2019). The predominant mechanisms encompass inhibiting cholesterol absorption in the intestines and biological synthesis of endogenous lipids, regulating lipoprotein lipase activity and cholesterol transport, promoting the conversion of cholesterol into bile acids and cholesterol emission, and the regulatory effects of lipid metabolism-related transcription factors in TCM drugs (Bei et al., 2012). Syndromes represent conclusions made regarding the location and nature of the current stage of a disease, focusing on the pathological changes of the body’s response state at a certain stage of a disease. In the context of the current study, the precise discrimination of exact TCM syndromes of dyslipidemia is the prerequisite and basis of TCM treatment. Therefore, TCM syndrome research is a critical link in TCM modernization, wherein biological syndrome research is most significant, providing evidence for the onset and evolution of syndromes and effective mechanisms behind specific interventions for syndromes.

RNA-Seq is a next-generation approach using high throughput sequencing available for low-abundance genomes. It is sensitive for gene structure analysis and gene expression and function assessments to unveil internal molecular mechanisms behind specific biological processes and the pathogenesis of diseases. The features of these genes consist of classic genetic features (nucleotide sequence changes) and epigenetic features (heritable phenotype changes without nucleotide sequence alterations). Transcriptomics can provide gene expression information under certain conditions and reveal the mechanism of action of specific genes, which is consistent with the TCM theory that diseases express different syndromes under the influence of internal and external causes. Our study investigated the syndrome–biological mechanism of dyslipidemia using RNA-Seq.

Our previous serum metabonomics studies of dyslipidemic patients with PDR syndrome and SKYD syndrome found that the accumulation of harmful metabolites is the predominant metabolic trait in patients with PDR syndrome, while a lack of protective metabolites is the main metabolic feature in patients with SKYD syndrome. Further analysis has shown that oxidation and inflammatory responses are essential contributors to the different metabolic characteristics between the two syndromes (Chen et al., 2019). Thus, in-depth study of SKYD syndrome and PDR syndrome in dyslipidemia necessitates research concerning oxidation and inflammatory responses.

Macrophages are pivotal in the formation of atherosclerosis following oxidative stress damage to the vascular endothelium. M1 macrophages can promote inflammation and tissue damage, while M2 macrophages can release anti-inflammatory factors and enhance plaque stability. Endothelial dysfunction and the subsequent oxidative inflammatory reaction represent the core pathological mechanism of dyslipidemia. Macrophages are recruited toward endothelial cells, which is an early stimulus of atheromatous plaque formation (Tiwari et al., 2008) and the chief basis of the incidence of atherosclerosis. Based on our previous research, in the present study, we established the disease–syndrome animal models for and explored the characteristics of the aortic endothelial macrophages between PDR syndrome and SKYD syndrome of dyslipidemia, using RNA-Seq. Our findings from the current research are presented in the following subsections.

### Quality Assessment of the Dyslipidemia Disease Model Using Serum Lipids Analysis and HE Staining of the Aorta Revealed Success in Disease Modeling

Compared with the NC group, TG, TC, and LDL-C levels significantly increased in mice of the PDR and SKYD groups and exceeded the upper limit of the normal range, in conformity to the diagnostic criterion of dyslipidemia. The HE staining of the aorta revealed a smooth endothelial surface and clear borders between inner, medial, and outer layers in mice from the PDR and SKYD groups, without pronounced lipid accumulation and fatty streaks. These results indicated that there were no pathological manifestations of atherosclerosis in the mice of the two groups. The HE staining results implied the satisfactory quality of the dyslipidemia modeling.

However, there were no significant differences in TG, TC, HDL-C, and LDL-C levels between the PDR and SKYD groups. Therefore, the differences in transcriptomic traits and biological results between the two groups based on RNA-Seq in subsequent studies may not be caused by the disease itself, but by syndromes (subtypes).

### Quality Assessment of the Two Syndrome Models (PDR, SKYD) Through Behavioral Tests Indicated the Feasibility of Syndrome Modeling

The characteristics of mice in the PDR group included their being fat in body shape, with a reduced brightness of hair, lethargy, slow responses, lazy to move, as well as soft, formed, and sticky feces, consistent with clinical manifestations of PDR syndrome. The behavioral features of mice in the SKYD group incorporated matted hair, slight paw and nail coloration, shrinking of the body, tranquil, fatigue, sleepiness, sticking together, low-temperature tail, decrease in food and water intake, and loose and watery stools. These were in agreement with clinical manifestations of SKYD syndrome. These results indicate that syndrome modeling can simulate typical symptoms of the corresponding syndrome.

### Transcriptomic Data of Macrophages Showed Pro-Inflammatory Activities in the Vascular Endothelium in Dyslipidemic Mice With PDR Syndrome and SKYD Syndrome, but the Mechanisms Were Different

#### IFN-γ and IFN-β Expressions Were Upregulated in Macrophages in Dyslipidemic Mice With PDR Syndrome, Promoting Endothelial Inflammation

It is known that interferon gamma (IFN-γ) can facilitate the progression of inflammatory diseases—for example, inflammatory bowel disease and atherosclerosis. *In-vitro* and *in vivo* studies have found IFN-γ may damage epithelial cells and endothelial barrier integrity (Ng et al., 2015). Moreover, IFN-γ exerts significant impacts on the biological properties of the vascular endothelial cells. It may initiate vascular remodeling around microvascular endothelial cells (Chrobak et al., 2013). Monocyte-derived macrophages are induced by the pro-inflammatory factor IFN-γ, which are of vital significance during plaque formation. Both IFN-γ and macrophages are major players in oxidative stress. Just like other pro-inflammatory factors, IFN-γ acts as a significant trigger of the synthesis and release of reactive oxygen species (Schroecksnadel et al., 2006).

Interferon beta (IFN-β) mRNA can effectively induce endothelial chemokine expression (Buttmann et al., 2007). It enhances endothelial cell adhesion to eosinophils mainly through upregulating vascular cell adhesion molecule-1 and intercellular adhesion molecule-1 expressions (Kobayashi et al., 2008). IFN-β fuels the formation of macrophage foam cells via a macrophage scavenger receptor class A (SR-A)-mediated cholesterol influx and an ATP-binding cassette transporter (ABCA1)-mediated efflux of mechanisms, thus expediting the incidence of atherosclerosis (Boshuizen et al., 2016).

Under TCM, PDR syndrome is a type of sthenia syndrome. The phlegm evil is both the pathological product and pathogenic factor, impeding the delivery and movement of Qi, thus resulting in body fluid stagnation and hydrops or damp evil accumulation and phlegm. Turbid phlegm can block the vessels and bring about damage that causes blood vessels to be blocked. This then affects the operation of Qi and blood, resulting in their poor operation, which can lead to the occurrence of diseases over time. Finally, the vascular endothelium is impaired.

Our results showed that IFN-γ and IFN-β expressions in macrophages were upregulated in dyslipidemic mice with PDR syndrome, and at significantly higher levels than in mice with SKYD syndrome. This finding suggests that vascular endothelial injury induced by IFN-γ and IFN-β overexpression in vascular endothelial macrophages is a characteristic of PDR syndrome in dyslipidemia.

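The interferon genes themselves had few reads. Ifng (ENSMUSG00000055170, chromosome 10 from 118441046 to 118445892) had 39 reads in the PDR library and 6 in the SKYD library, a log2 difference of 0.95 (95% CI 0.60 to 1.17). By reads, Ifng was 6.92-fold higher in PDR. Ifnb1 (ENSMUSG00000048806, chromosome 4 from 88522025 to 88522774) had 0 reads in the PDR library, which allows up to 3, and 12 in the SKYD library. With its PDR count set to 3 and the 12 reads taken as exact, it was 3.76-fold higher in SKYD. The genes that respond to interferon had more reads. Cxcl10 (ENSMUSG00000034855) had 1338 reads in the PDR library and 87 in the SKYD library, a log2 difference of 3.37 (95% CI 3.16 to 3.57). Irf1 (ENSMUSG00000018899) had a log2 difference of 1.79 (95% CI 1.71 to 1.87), and Irf2 (ENSMUSG00000031627) of -0.19 (95% CI -0.30 to -0.07). The genes of the interferon-gamma list with the highest mean FPKM differed less, with -0.02 for Cd74, 0.09 for H2-Ab1 and 0.43 for H2-Aa. Markers of T and NK cells, which can also make IFN-γ, had reads in both libraries. Of 18 expressed genes of effector T and NK cells, 16 were higher in PDR, with a median of 1.27.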

#### Macrophage Chemotaxis and Taxis Were Enhanced in Dyslipidemic Mice With SKYD Syndrome, Promoting Endothelial Inflammation

Macrophages are inflammatory cells, and their accumulation can stimulate cytokine and chemokine release, initiating immune responses and accelerating plaque formation (Liehn et al., 2006). The secreted chemokines infiltrate atherosclerotic plaques at an early stage (Weber et al., 2008). Despite the role in lipid accumulation, macrophage foam cells also release pro-inflammatory factors and chemokines, further stimulating vascular endothelial cells, fueling vascular endothelial inflammation, and exacerbating the disease (Kleemann et al., 2008). A prior study found that resveratrol could exert a protective effect on the heart via inhibiting endothelial cell migration and monocyte chemotaxis (Cicha et al., 2011).

The TCM mechanism of SKYD syndrome in dyslipidemia refers to spleen–kidney Yang deficiency. The spleen and kidneys are weak, which will cause the loss of Qi and Yang. The deficiency of spleen Yang and kidney Yang can lead to the loss of a warm body. The function of Qi is abnormal, which causes the decrease of its protective effect. Furthermore, as the body lacks warmth from Yang–Qi and corresponding protection, the vascular endothelium can be easily injured.

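Chemotaxis genes took 1.55% of reads in the PDR library (95% CI 1.54 to 1.55) and 2.68% in the SKYD library (95% CI 2.68 to 2.69). The most abundant by reads and by FPKM, Ccl6 (ENSMUSG00000018927, chromosome 11 from 83587882 to 83593087), had 115106 reads in the PDR library and 250099 in the SKYD library, a log2 difference of -1.03 (95% CI -1.04 to -1.02). By reads, the next were Saa3, with 27911 in the PDR library and 115085 in the SKYD library, a log2 difference of -1.95, and Ccl9, with 31799 and 107706, a log2 difference of -1.67. These 2 genes were named after their values were seen. By mean FPKM, the next were S100a9 and S100a8, which were higher in PDR, with log2 differences of 0.40 and 0.37, and are also markers of neutrophils. Among the chemotaxis genes of Supplementary Material S2, Ccl24 had 326 reads in the PDR library and 5501 in the SKYD library, a log2 difference of -3.87 (95% CI -4.02 to -3.72). Ccl17 had 217 and 2882 reads, and Cxcl13 had 153 and 2061. Ccr9 had 131 and 4774 reads, and is also a gene of immature T cells. In total, 15 genes of the chemotaxis list were among the selected genes with more SKYD reads and 4 among those with more PDR reads.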

Our results showed that macrophage chemotaxis and taxis were significantly enhanced in dyslipidemic mice with SKYD syndrome, compared with the PDR mice. This finding suggests that vascular endothelial injury induced by enhanced macrophage chemotaxis and taxis was the main characteristic of the SKYD syndrome in dyslipidemia.

The above results demonstrate that different biological processes resulted in vascular endothelial injury in PDR syndrome and SKYD syndrome with dyslipidemia, indicating different injury mechanisms of the two syndromes. These results also imply that there exist biological bases behind the pathogenesis of TCM syndromes.

### Transcriptomic Data of Macrophages Showed Protection for the Vascular Endothelium in Dyslipidemic Mice With PDR Syndrome and SKYD Syndrome, but the Mechanisms Were Different

#### AA Metabolic Process and Epoxygenase P450 Pathway Levels Increased in Macrophages in Dyslipidemic Mice With PDR Syndrome, Exerting Protection Effects on the Vascular Endothelium

Growing evidence has shown that AA metabolism is crucial in maintaining vascular homeostasis, closely associated with the occurrence and development of cardiovascular diseases (Xue et al., 2015). AA is an amphiphilic compound affecting endothelial cell migration; without the involvement of receptor-specific signaling, it affects endothelial cell metabolism and membrane viscosity (Jensen et al., 2007). AA metabolic pathways are pivotal in platelet activation and gastric damage (Rukoyatkina et al., 2018). Suppressing AA metabolism can further block endothelial cell migration, inducing cell apoptosis (Jantke et al., 2004). A recent study has reported that *Panax notoginseng* saponins combined with aspirin inhibited platelet activity via enhancing AA metabolism (Wang et al., 2021).

Cytochromes P450 (CYP450) refer to a third pathway for AA metabolism (Roman, 2002). CYP450 metabolites of AA in endothelial cells may impact endothelial function. AA is metabolized by CYP450 and cyclooxygenase (COX) into bioactive eicosanoids, exerting vascular protection effects (Spiecker and Liao, 2005). AA is also metabolized by CYP450 and COX into four regioisomeric epoxyeicosatrienoic acids (EETs) used for bioprotection and cardioprotection (Xu et al., 2011). EETs have multiple nutritive functions, including the anti-inflammatory effect, in their cardioprotection (Node et al., 1999). Decreases in EETs expressions may lead to the onset of cardiovascular diseases and endothelial dysfunction (Bellien et al., 2012).

Our analysis showed significant upregulations of AA metabolic process and epoxygenase P450 pathway levels in macrophages in dyslipidemic mice with PDR syndrome, compared to the SKYD mice. These results indicate that endothelial protection from macrophages *via* AA and CYP450 overexpressions is another trait of PDR syndrome in dyslipidemia.

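By mean FPKM, the most abundant genes of the epoxygenase P450 list were Cyp2e1, Cyp2c29 and Cyp2c70. Cyp2e1 (ENSMUSG00000025479, chromosome 7 from 140763739 to 140774987) had 3178 reads in the PDR library and 776 in the SKYD library, a log2 difference of 2.05 (95% CI 1.94 to 2.16). For Cyp2c29 (ENSMUSG00000003053) the reads were 3283 and 926, a log2 difference of 1.83 (95% CI 1.73 to 1.93), and for Cyp2c70 (ENSMUSG00000060613) they were 1120 and 279, a log2 difference of 1.92 (95% CI 1.75 to 2.09). The list took 0.0602% of reads in the PDR library and 0.0152% in the SKYD library. Hepatocyte markers had a similar difference, with a median of 1.70 over 28 genes, of which 27 were higher in PDR, and Apoa1 had 11678 reads in the PDR library and 3437 in the SKYD library. Enzymes of AA metabolism outside the P450 family went both ways. Alox15 (ENSMUSG00000018924) had 13601 reads in the PDR library and 41879 in the SKYD library, a log2 difference of -1.53 (95% CI -1.56 to -1.50). Ptgs1 (ENSMUSG00000047250) had a log2 difference of -0.81 (95% CI -0.90 to -0.72). Ptgs2 (ENSMUSG00000032487) had 57 reads in the PDR library and 2 in the SKYD library, at least 20.2-fold higher in PDR.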

#### Biological Process Items, Including Angiogenesis, Blood Vessel Morphogenesis, Response to Growth Factor, and Cellular Response to Growth Factor Stimulus, Whose Activities Were Significantly Enhanced for Macrophages in Dyslipidemic Mice With SKYD Syndrome, Which Facilitated Angiogenesis and Vascular Repair

Angiogenesis consists of multiple, intricate, highly coordinated processes in which endothelial cells with dynamic changes are of great importance (Potente et al., 2011). Angiogenesis may occur in the pathological environment (Alvarez Arroyo et al., 1998) and be initiated by endothelial cell activation. The genetic program of endothelial cells triggers the modulation of angiogenic phenotype. Macrophages are significant regulators for tissue homeostasis, growth and repair, and morphogenesis. The growing endothelial cells can respond to extracellular signaling molecules, such as extracellular matrix molecules, chemokines, growth factors, and cell adhesion molecules (Jeong et al., 2017). Growth factors and cytokines secreted from macrophages (Lucas et al., 2010) may promote the formation of new blood vessels via recruiting new blood vessels and modifying the extracellular matrix (Corliss et al., 2016). Vascular endothelial growth factors (VEGFs) are considered the most robust booster for angiogenesis, increasing the survival of endothelial cells and enhancing mitosis (Dvorak, 2005). Numerous studies have demonstrated that VEGFs are expressed in macrophages (Guo et al., 2018). They can stimulate assorted cell functions of endothelial cells via high-affinity binding to two tyrosine kinase receptors, VEGF receptor (VEGFR) 1 and VEGFR2 (Zachary, 2003).

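Among angiogenesis genes, Thbs1 (ENSMUSG00000040152, chromosome 2 from 118111876 to 118127133) had 392 reads in the PDR library and 5031 in the SKYD library, a log2 difference of -3.19 (95% CI -3.30 to -3.07), and is also a marker of platelets. The more abundant Anxa2 had a log2 difference of -0.20, and S1pr1 of 0.67. The VEGF genes had few reads. Vegfa had 27 in the PDR library and 6 in the SKYD library, Vegfb had 99 and 136, and Vegfc had 47 and 7. Vegfd had at most 3 reads in both libraries. Pgf had 0 reads in the PDR library and 24 in the SKYD library, 7.52-fold higher in SKYD with the PDR count set to 3. Of their receptors, Kdr had 9 and 15 reads and Flt1 had 270 and 43. The 3 most abundant genes of the response to growth factor by mean FPKM were higher in SKYD. Dusp1 had a log2 difference of -1.30 (95% CI -1.34 to -1.25), Id2 of -0.90 (95% CI -0.93 to -0.87), and Junb of -0.50 (95% CI -0.55 to -0.45).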

Our study found that the top biological process items enriched in macrophages in dyslipidemic mice with SKYD syndrome were angiogenesis, blood vessel morphogenesis, response to growth factor, and cellular response to growth factor stimulus, whose activities were significantly enhanced, compared to the PDR group. This finding suggested that angiogenesis and vascular repair via enhancing macrophage chemotaxis and taxis are another critical feature of SKYD syndrome in dyslipidemia.

The above results indicate that vascular protection mechanisms are distinct between PDR syndrome and SKYD syndrome in dyslipidemia. This further implies different protection mechanisms in the two syndromes, which in turn further corroborates that there exist biological bases behind the pathogeneses of TCM syndromes.

According to the results presented in Sections *Transcriptomic Data of Macrophages Showed Pro-Inflammatory Activities in the Vascular Endothelium in Dyslipidemic Mice With PDR Syndrome and SKYD Syndrome, but the Mechanisms Were Different* and *Transcriptomic Data of Macrophages Showed Protection for the Vascular Endothelium in Dyslipidemic Mice With PDR Syndrome and SKYD Syndrome, but the Mechanisms Were Different*, vascular endothelial injury was induced by different biological processes in PDR syndrome versus SKYD syndrome in dyslipidemia. But there was also found to be angiogenesis and vascular repair in the pathogenetic process. The two opposite processes—injury and repair—are consistent with the TCM tenet that “healthy Qi and evil Qi are struggling throughout the incidence and dynamic development of diseases and syndromes.” As the injury effect outweighs the repairing effect, the state of diseases takes place.

### Different Transcriptomic Characteristics of Aortic Endothelial Macrophages Between Dyslipidemic Mice With PDR Syndrome and SKYD Syndrome are Manifested by Distinct Biological Control Processes During Both Harmful and Protective Biological Processes, Indicating Different Biological Bases Behind Different Syndromes of the Same Disease and Providing Biological Evidence for the TCM Principle of “Treating the Same Disease With Different Treatments”

See Figure 6.

**FIGURE 6:**
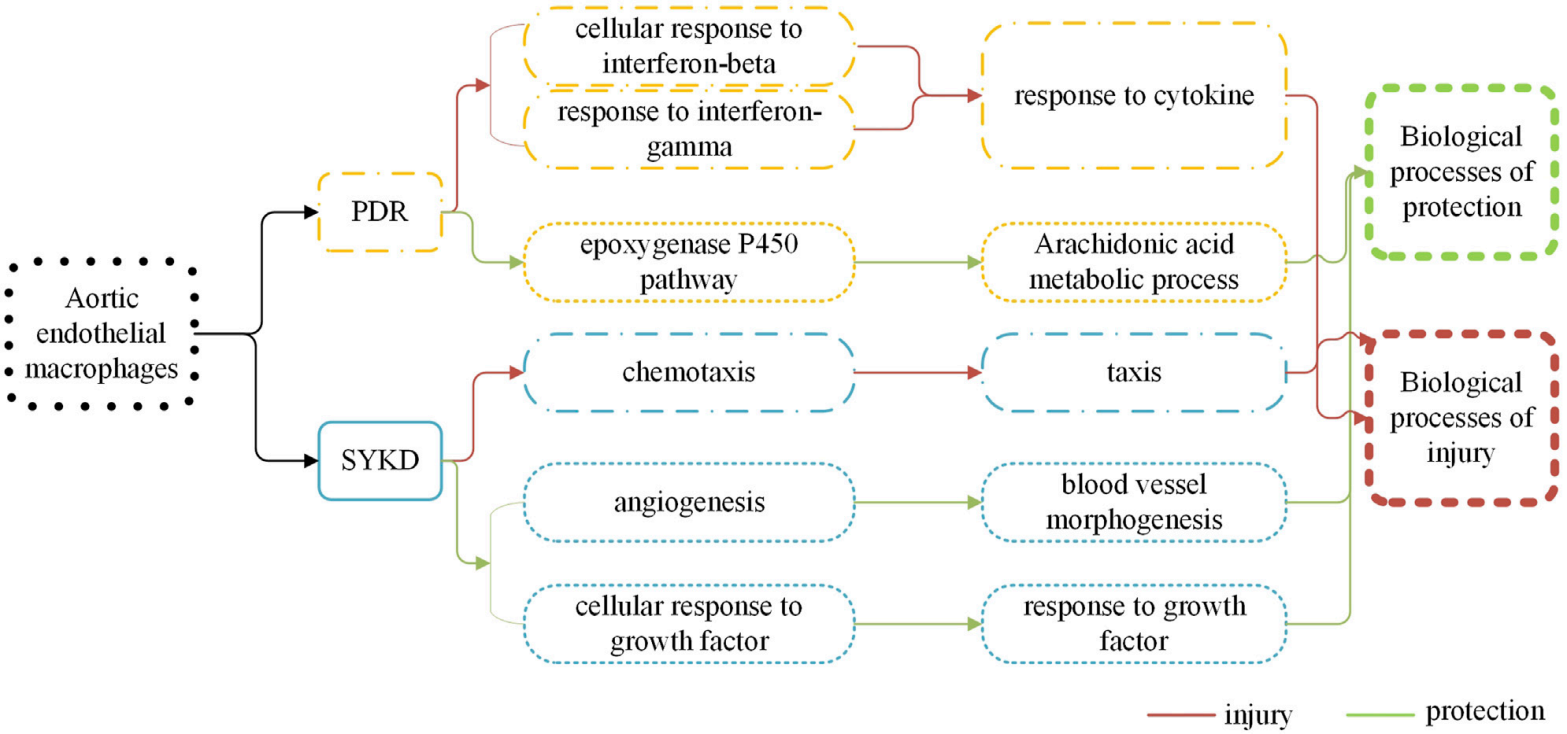
There are different biological processes of macrophages in the dyslipidemia PDR syndrome group and the SKYD group.

In the TCM clinic, Western medicine diagnosis is often combined with TCM syndrome diagnosis for the management of a disease. Research about the association between Western diseases and TCM syndromes is believed to be one of the most important steps for modern TCM diagnostics studies. Based on the confirmation of a Western disease, disease–syndrome research can not only elucidate the biological bases for TCM differentiation but also help to advance innovative research on the “disease–syndrome therapy formula” and thereby provide precise and rational treatment.

Previous TCM syndrome research has emphasized harmful factors in a syndrome scenario, without much attention to the body’s self-protection in this process. The present study, however, did both, focusing on an analysis of harmful factors and protective factors, and thereby providing an innovative dimension. The unity of opposites—protective and harmful effects—is achieved through dynamic balancing between healthy Qi and evil Qi via mutual conflicts, mutual restriction, and mutual repulsion. Diseases can occur when evil Qi outstrips healthy Qi, per the TCM principle that affirms, “when there is sufficient healthy Qi inside, pathogenic factors have no way to invade the body; where pathogenic factors accumulate, the parts of the body must be deficient in the healthy Qi.” TCM treatment should be implemented based on the accurate discrimination of diseases and syndromes and precisely resolve issues by correcting an imbalance between healthy Qi and evil Qi through prescriptions and formulas.

Our transcriptomic analysis of aortic endothelial macrophages in dyslipidemic mice with PDR syndrome and SKYD syndrome provided notable results, as follows. First, DEGs were identified between dyslipidemic mice with PDR syndrome versus SKYD syndrome, proving different biological mechanisms during the pathogenesis of different syndromes, from the perspective of syndrome research. Second, there were found to exist different biological processes between PDR syndrome and SKYD syndrome in dyslipidemic patients, including harmful and protective biological processes. When evil Qi invades the body to produce harmful effects, healthy Qi also responds to it and thereby generates protective responses in a syndrome scenario, which corresponds with the TCM principle that “healthy Qi and evil Qi are struggling throughout the incidence and dynamic development of diseases and syndromes.” Therefore, the occurrence of syndromes can be understood to be a result of healthy energy–evil struggles. This, in turn, may help to explain why TCM treatment for one disease with various therapies and formulas can achieve satisfactory efficacy, in that it could be attributed to different drugs targeting different biological processes. Our work offers biological mechanisms for the TCM theories “treating different syndromes with different treatments” and “formula corresponding to the syndrome.” Third, though patients may be diagnosed with the same disease (i.e., dyslipidemia), different formulas should be selected according to their particular syndromes (i.e., giving consideration to the distinct biological processes occurring within PDR syndrome vs. SKYD syndrome). Our study provides biological evidence behind the TCM principle of “treating the same disease with different treatments,” embodying the scientificity of “treatment based on syndrome differentiation.”

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI [accession: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180802].

## References

[B1] Alvarez ArroyoM. V.CarameloC.Angeles CastillaM.González PachecoF. R.MartínO.AriasJ. (1998). Role of Vascular Endothelial Growth Factor in the Response to Vessel Injury. Kidney Int. Suppl. 68, S7–S9. 10.1046/j.1523-1755.1998.06804.x 9839275

[B2] BeiW. J.GuoJ.WuH. Y.CaoY. (2012). Lipid-regulating Effect of Traditional Chinese Medicine: Mechanisms of Actions. Evid. Based Complement. Alternat Med. 2012, 970635. 10.1155/2012/970635 22611438PMC3352575

[B3] BellienJ.IacobM.Remy-JouetI.LucasD.MonteilC.GutierrezL. (2012). Epoxyeicosatrienoic Acids Contribute with Altered Nitric Oxide and Endothelin-1 Pathways to Conduit Artery Endothelial Dysfunction in Essential Hypertension. Circulation 125 (10), 1266–1275. 10.1161/CIRCULATIONAHA.111.070680 22412088

[B4] BoshuizenM. C.HoeksemaM. A.NeeleA. E.van der VeldenS.HamersA. A.Van den BosscheJ. (2016). Interferon-β Promotes Macrophage Foam Cell Formation by Altering Both Cholesterol Influx and Efflux Mechanisms. Cytokine 77, 220–226. 10.1016/j.cyto.2015.09.016 26427927

[B5] ButtmannM.Berberich-SiebeltF.SerflingE.RieckmannP. (2007). Interferon-beta Is a Potent Inducer of Interferon Regulatory Factor-1/2-dependent IP-10/CXCL10 Expression in Primary Human Endothelial Cells. J. Vasc. Res. 44 (1), 51–60. 10.1159/000097977 17167270

[B6] ChenJ.YeC.HuX.HuangC.YangZ.LiP. (2019). Serum Metabolomics Model and its Metabolic Characteristics in Patients with Different Syndromes of Dyslipidemia Based on Nuclear Magnetic Resonance. J. Pharm. Biomed. Anal. 167, 100–113. 10.1016/j.jpba.2018.12.042 30763881

[B7] ChenJ.YeC.YangZ.XueX.SunQ.LiP. (2016). The Correlation between the Traditional Chinese Medicine (TCM) Syndrome and the Concentration of Adiponectin and Peroxynitrite in Dyslipidemia Patients. Eur. J. Integr. Med. 8 (6), 973–979. 10.1016/j.eujim.2016.04.009

[B8] ChrobakI.LennaS.StawskiL.TrojanowskaM. (2013). Interferon-γ Promotes Vascular Remodeling in Human Microvascular Endothelial Cells by Upregulating Endothelin (ET)-1 and Transforming Growth Factor (TGF) β2. J. Cel Physiol 228 (8), 1774–1783. 10.1002/jcp.24337 PMC407203223359533

[B9] ChuJ.G. R.ZhaoS. (2016). Guidelines for the Prevention and Treatment of Dyslipidemia in Chinese Adults (Revised Edition in 2016). Chin. Circ. J. 31 (10), 937–953.

[B10] CicconeM. M.MinielloV.MarchioliR.ScicchitanoP.CorteseF.PalumboV. (2011). Morphological and Functional Vascular Changes Induced by Childhood Obesity. Eur. J. Cardiovasc. Prev. Rehabil. 18 (6), 831–835. 10.1177/1741826711398180 21450599

[B11] CichaI.ReglerM.UrschelK.Goppelt-StruebeM.DanielW. G.GarlichsC. D. (2011). Resveratrol Inhibits Monocytic Cell Chemotaxis to MCP-1 and Prevents Spontaneous Endothelial Cell Migration through Rho Kinase-dependent Mechanism. J. Atheroscler. Thromb. 18 (12), 1031–1042. 10.5551/jat.8136 21878744

[B12] CorlissB. A.AzimiM. S.MunsonJ. M.PeirceS. M.MurfeeW. L. (2016). Macrophages: An Inflammatory Link between Angiogenesis and Lymphangiogenesis. Microcirculation 23 (2), 95–121. 10.1111/micc.12259 26614117PMC4744134

[B13] DaviesL. C.TaylorP. R. (2015). Tissue-resident Macrophages: Then and Now. Immunology 144 (4), 541–548. 10.1111/imm.12451 25684236PMC4368161

[B14] DvorakH. F. (2005). Angiogenesis: Update 2005. J. Thromb. Haemost. 3 (8), 1835–1842. 10.1111/j.1538-7836.2005.01361.x 16102050

[B15] EelenG.TrepsL.LiX.CarmelietP. (2020). Basic and Therapeutic Aspects of Angiogenesis Updated. Circ. Res. 127 (2), 310–329. 10.1161/CIRCRESAHA.120.316851 32833569

[B16] GanL.JiangT. T.YiW. J.LuR.XuF. Y.LiuC. M. (2020). Study on Potential Biomarkers of Energy Metabolism-Related to Early-Stage Yin-Deficiency-Heat Syndrome Based on Metabolomics and Transcriptomics. Anat. Rec. (Hoboken) 303 (8), 2109–2120. 10.1002/ar.24355 31909898

[B17] GuoL.AkahoriH.HarariE.SmithS. L.PolavarapuR.KarmaliV. (2018). CD163+ Macrophages Promote Angiogenesis and Vascular Permeability Accompanied by Inflammation in Atherosclerosis. J. Clin. Invest. 128 (3), 1106–1124. 10.1172/JCI93025 29457790PMC5824873

[B18] HeC.FuP.ZhangK.XiaQ.YangY.XieL. (2018). Chinese Herbal Medicine for Dyslipidemia: Protocol for a Systematic Review and Meta-Analysis. Medicine (Baltimore) 97 (44), e13048. 10.1097/MD.0000000000013048 30383674PMC6221744

[B19] HuY.EhliE. A.KittelsrudJ.RonanP. J.MungerK.DowneyT. (2012). Lipid-lowering Effect of Berberine in Human Subjects and Rats. Phytomedicine 19 (10), 861–867. 10.1016/j.phymed.2012.05.009 22739410

[B20] JantkeJ.LadehoffM.KürzelF.ZapfS.KimE.GieseA. (2004). Inhibition of the Arachidonic Acid Metabolism Blocks Endothelial Cell Migration and Induces Apoptosis. Acta Neurochir (Wien) 146 (5), 483–494. 10.1007/s00701-004-0238-z 15118886

[B21] JensenL. D.HansenA. J.LundbaekJ. A. (2007). Regulation of Endothelial Cell Migration by Amphiphiles - Are Changes in Cell Membrane Physical Properties Involved?. Angiogenesis 10 (1), 13–22. 10.1007/s10456-006-9060-y 17265099

[B22] JeongH. W.Hernández-RodríguezB.KimJ.KimK. P.Enriquez-GascaR.YoonJ. (2017). Transcriptional Regulation of Endothelial Cell Behavior during Sprouting Angiogenesis. Nat. Commun. 8 (1), 726. 10.1038/s41467-017-00738-7 28959057PMC5620061

[B23] JiangT. T.LiJ. C. (2020). Review on the Systems Biology Research of Yin‐deficiency‐heat Syndrome in Traditional Chinese Medicine. Anat. Rec., 1–6. 10.1002/ar.24354 31909899

[B24] KleemannR.ZadelaarS.KooistraT. (2008). Cytokines and Atherosclerosis: a Comprehensive Review of Studies in Mice. Cardiovasc. Res. 79 (3), 360–376. 10.1093/cvr/cvn120 18487233PMC2492729

[B25] KobayashiT.TakakuY.YokoteA.MiyazawaH.SomaT.HagiwaraK. (2008). Interferon-beta Augments Eosinophil Adhesion-Inducing Activity of Endothelial Cells. Eur. Respir. J. 32 (6), 1540–1547. 10.1183/09031936.00059507 18653650

[B26] LeeJ. S.ChangP. Y.ZhangY.KizerJ. R.BestL. G.HowardB. V. (2017). Triglyceride and HDL-C Dyslipidemia and Risks of Coronary Heart Disease and Ischemic Stroke by Glycemic Dysregulation Status: The Strong Heart Study. Diabetes Care 40 (4), 529–537. 10.2337/dc16-1958 28122840PMC5360283

[B27] LiZ.ZhaoT.TanX.LeiS.HuangL.YangL. (2019). Polymorphisms in PCSK9, LDLR, BCMO1, SLC12A3, and KCNJ1 Are Associated with Serum Lipid Profile in Chinese Han Population. Int. J. Environ. Res. Public Health 16 (17), 3207. 10.3390/ijerph16173207 PMC674716931480784

[B28] LiehnE. A.ZerneckeA.PosteaO.WeberC. (2006). Chemokines: Inflammatory Mediators of Atherosclerosis. Arch. Physiol. Biochem. 112 (4-5), 229–238. 10.1080/13813450601093583 17178596

[B29] LinC. C.LiT. C.LaiM. M. (2005). Efficacy and Safety of Monascus purpureus Went rice in Subjects with Hyperlipidemia. Eur. J. Endocrinol. 153 (5), 679–686. 10.1530/eje.1.02012 16260426

[B30] LucasT.WaismanA.RanjanR.RoesJ.KriegT.MüllerW. (2010). Differential Roles of Macrophages in Diverse Phases of Skin Repair. J. Immunol. 184 (7), 3964–3977. 10.4049/jimmunol.0903356 20176743

[B31] MooreE. M.WestJ. L. (2019). Harnessing Macrophages for Vascularization in Tissue Engineering. Ann. Biomed. Eng. 47 (2), 354–365. 10.1007/s10439-018-02170-4 30535815

[B32] MozaffarianD.BenjaminE. J.GoA. S.ArnettD. K.BlahaM. J.CushmanM. (2015). Heart Disease and Stroke Statistics--2015 Update: a Report from the American Heart Association. Circulation 131 (4), e29–322. 10.1161/CIR.0000000000000152 25520374

[B33] NgC. T.FongL. Y.SulaimanM. R.MoklasM. A.YongY. K.HakimM. N. (2015). Interferon-Gamma Increases Endothelial Permeability by Causing Activation of P38 MAP Kinase and Actin Cytoskeleton Alteration. J. Interferon Cytokine Res. 35 (7), 513–522. 10.1089/jir.2014.0188 25830506

[B34] NodeK.HuoY.RuanX.YangB.SpieckerM.LeyK. (1999). Anti-inflammatory Properties of Cytochrome P450 Epoxygenase-Derived Eicosanoids. Science 285 (5431), 1276–1279. 10.1126/science.285.5431.1276 10455056PMC2720027

[B35] PantosJ.EfstathopoulosE.KatritsisD. G. (2007). Vascular wall Shear Stress in Clinical Practice. Curr. Vasc. Pharmacol. 5 (2), 113–119. 10.2174/157016107780368253 17430215

[B36] PesceJ. T.RamalingamT. R.Mentink-KaneM. M.WilsonM. S.El KasmiK. C.SmithA. M. (2009). Arginase-1-expressing Macrophages Suppress Th2 Cytokine-Driven Inflammation and Fibrosis. Plos Pathog. 5 (4), e1000371. 10.1371/journal.ppat.1000371 19360123PMC2660425

[B37] PotenteM.GerhardtH.CarmelietP. (2011). Basic and Therapeutic Aspects of Angiogenesis. Cell 146 (6), 873–887. 10.1016/j.cell.2011.08.039 21925313

[B38] RheeE. J.KimH. C.KimJ. H.LeeE. Y.KimB. J.KimE. M. (2019). 2018 Guidelines for the Management of Dyslipidemia in Korea. Korean J. Intern. Med. 34 (5), 1171. 10.3904/kjim.2019.188.e1 31466435PMC6718745

[B39] RomanR. J. (2002). P-450 Metabolites of Arachidonic Acid in the Control of Cardiovascular Function. Physiol. Rev. 82 (1), 131–185. 10.1152/physrev.00021.2001 11773611

[B40] RukoyatkinaN.ShpakovaV.PanteleevM.KharazovaA.GambaryanS.GeigerJ. (2018). Multifaceted Effects of Arachidonic Acid and Interaction with Cyclic Nucleotides in Human Platelets. Thromb. Res. 171, 22–30. 10.1016/j.thromres.2018.09.047 30240944

[B41] SarzynskiM. A.SchunaJ. M.Jr.CarnethonM. R.JacobsD. R.Jr.LewisC. E.QuesenberryC. P.Jr. (2015). Association of Fitness with Incident Dyslipidemias over 25 Years in the Coronary Artery Risk Development in Young Adults Study. Am. J. Prev. Med. 49 (5), 745–752. 10.1016/j.amepre.2015.04.022 26165197PMC4615297

[B42] SchroecksnadelK.FrickB.WinklerC.FuchsD. (2006). Crucial Role of Interferon-Gamma and Stimulated Macrophages in Cardiovascular Disease. Curr. Vasc. Pharmacol. 4 (3), 205–213. 10.2174/157016106777698379 16842138

[B43] ScicchitanoP.CorteseF.GesualdoM.De PaloM.MassariF.GiordanoP. (2019). The Role of Endothelial Dysfunction and Oxidative Stress in Cerebrovascular Diseases. Free Radic. Res. 53 (6), 579–595. 10.1080/10715762.2019.1620939 31106620

[B44] ShamT. T.ChanC. O.WangY. H.YangJ. M.MokD. K.ChanS. W. (2014). A Review on the Traditional Chinese Medicinal Herbs and Formulae with Hypolipidemic Effect. Biomed. Res. Int. 2014, 925302. 10.1155/2014/925302 25110708PMC4109135

[B45] SpieckerM.LiaoJ. K. (2005). Vascular Protective Effects of Cytochrome P450 Epoxygenase-Derived Eicosanoids. Arch. Biochem. Biophys. 433 (2), 413–420. 10.1016/j.abb.2004.10.009 15581597

[B46] StoneN. J.RobinsonJ. G.LichtensteinA. H.Bairey MerzC. N.BlumC. B.EckelR. H. (2014). 2013 ACC/AHA Guideline on the Treatment of Blood Cholesterol to Reduce Atherosclerotic Cardiovascular Risk in Adults: a Report of the American College of Cardiology/American Heart Association Task Force on Practice Guidelines. Circulation 129, S1–S45. 10.1161/01.cir.0000437738.63853.7a 24222016

[B47] TiwariR. L.SinghV.BarthwalM. K. (2008). Macrophages: an Elusive yet Emerging Therapeutic Target of Atherosclerosis. Med. Res. Rev. 28 (4), 483–544. 10.1002/med.20118 18000963

[B48] WangW.YangL.SongL.GuoM.LiC.YangB. (2021). Combination of Panax Notoginseng Saponins and Aspirin Potentiates Platelet Inhibition with Alleviated Gastric Injury via Modulating Arachidonic Acid Metabolism. Biomed. Pharmacother. 134, 111165. 10.1016/j.biopha.2020.111165 33370633

[B49] WeberC.ZerneckeA.LibbyP. (2008). The Multifaceted Contributions of Leukocyte Subsets to Atherosclerosis: Lessons from Mouse Models. Nat. Rev. Immunol. 8 (10), 802–815. 10.1038/nri2415 18825131

[B50] XuX.ZhangX. A.WangD. W. (2011). The Roles of CYP450 Epoxygenases and Metabolites, Epoxyeicosatrienoic Acids, in Cardiovascular and Malignant Diseases. Adv. Drug Deliv. Rev. 63 (8), 597–609. 10.1016/j.addr.2011.03.006 21477627

[B54] XuH. Y.ZhangY. Q.LiuZ. M.ChenT.LvC. Y.TangS. H. (2019). ETCM: An Encyclopaedia of Traditional Chinese Medicine. Nucl. Acids Res. 47 (D1), D976–D982. 10.1093/nar/gky987 30365030PMC6323948

[B55] XuH.ZhangY.WangP.ZhangJ.ChenH.ZhangL. (2021). A Comprehensive Review of Integrative Pharmacology-Based Investigation: A Paradigm Shift in Traditional Chinese medicine. Acta Pharm. Sin B 11 (6), 1379–1399. 10.1016/j.apsb.2021.03.024 34221858PMC8245857

[B51] XueS. S.HeJ. L.ZhangX.LiuY. J.XueF. X.WangC. J. (2015). Metabolomic Analysis Revealed the Role of DNA Methylation in the Balance of Arachidonic Acid Metabolism and Endothelial Activation. Biochim. Biophys. Acta 1851 (10), 1317–1326. 10.1016/j.bbalip.2015.07.001 26170200

[B52] YamadaY.DoiT.HamakuboT.KodamaT. (1998). Scavenger Receptor Family Proteins: Roles for Atherosclerosis, Host Defence and Disorders of the central Nervous System. Cell Mol Life Sci 54 (7), 628–640. 10.1007/s000180050191 9711230PMC11147329

[B53] ZacharyI. (2003). VEGF Signalling: Integration and Multi-Tasking in Endothelial Cell Biology. Biochem. Soc. Trans. 31 (Pt 6), 1171–1177. 10.1042/bst0311171 14641020

# Supplementary material for: Study on the Effect of Macrophages on Vascular Endothelium in Mice With Different TCM Syndromes of Dyslipidemia and its Biological Basis Based on RNA-Seq Technology
**Source:** Front Pharmacol. 2021 Aug 26;12:665635. doi: 10.3389/fphar.2021.665635
**Supplement:** Supplementary file 1

**Supplementary File 2** **Injury or protection of macrophages and vascular endothelium in mice with different syndromes of dyslipidemia related differentially expressed genes**

| **Gene ID** | **PDR_ count** | **SKYD_ count** | ***p* value** |  | **Gene ID** | **PDR_ count** | **SKYD_ count** | ***p* value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ENSMUSG00000022445 | 323 | 47 | 0.00 |  | ENSMUSG00000026104 | 1169 | 355 | 0.00 |
| ENSMUSG00000032487 | 57 | 2 | 0.00 |  | ENSMUSG00000035042 | 2000 | 645 | 0.00 |
| ENSMUSG00000025002 | 73 | 8 | 0.00 |  | ENSMUSG00000018930 | 875 | 280 | 0.00 |
| ENSMUSG00000060407 | 456 | 100 | 0.00 |  | ENSMUSG00000035373 | 2723 | 943 | 0.00 |
| ENSMUSG00000068086 | 866 | 203 | 0.00 |  | ENSMUSG00000055170 | 39 | 6 | 0.00 |
| ENSMUSG00000025479 | 3178 | 776 | 0.00 |  | ENSMUSG00000022504 | 1244 | 432 | 0.00 |
| ENSMUSG00000060613 | 1120 | 279 | 0.00 |  | ENSMUSG00000024411 | 16 | 0 | 0.00 |
| ENSMUSG00000052974 | 706 | 175 | 0.00 |  | ENSMUSG00000029298 | 686 | 256 | 0.00 |
| ENSMUSG00000094806 | 514 | 128 | 0.00 |  | ENSMUSG00000041515 | 5566 | 2360 | 0.00 |
| ENSMUSG00000003053 | 3283 | 926 | 0.00 |  | ENSMUSG00000074151 | 241 | 96 | 0.00 |
| ENSMUSG00000025197 | 100 | 20 | 0.00 |  | ENSMUSG00000000791 | 204 | 83 | 0.00 |
| ENSMUSG00000054827 | 1406 | 415 | 0.00 |  | ENSMUSG00000049093 | 19 | 3 | 0.00 |
| ENSMUSG00000092008 | 30 | 2 | 0.00 |  | ENSMUSG00000030966 | 800 | 382 | 0.01 |
| ENSMUSG00000030483 | 61 | 13 | 0.00 |  | ENSMUSG00000026866 | 485 | 240 | 0.01 |
| ENSMUSG00000005547 | 252 | 82 | 0.00 |  | ENSMUSG00000054072 | 5433 | 269 | 0.00 |
| ENSMUSG00000033174 | 211 | 67 | 0.00 |  | ENSMUSG00000078921 | 5214 | 719 | 0.00 |
| ENSMUSG00000042248 | 216 | 71 | 0.00 |  | ENSMUSG00000068606 | 130 | 9 | 0.00 |
| ENSMUSG00000068083 | 54 | 13 | 0.00 |  | ENSMUSG00000073555 | 1016 | 177 | 0.00 |
| ENSMUSG00000025004 | 57 | 14 | 0.00 |  | ENSMUSG00000090942 | 146 | 20 | 0.00 |
| ENSMUSG00000074882 | 299 | 123 | 0.00 |  | ENSMUSG00000048852 | 104 | 15 | 0.00 |
| ENSMUSG00000062624 | 200 | 82 | 0.00 |  | ENSMUSG00000046879 | 10788 | 2545 | 0.00 |
| ENSMUSG00000067225 | 324 | 140 | 0.00 |  | ENSMUSG00000074896 | 2248 | 623 | 0.00 |
| ENSMUSG00000024292 | 105 | 40 | 0.00 |  | ENSMUSG00000078920 | 14916 | 4448 | 0.00 |
| ENSMUSG00000061740 | 96 | 40 | 0.01 |  | ENSMUSG00000078853 | 6044 | 1992 | 0.00 |
| ENSMUSG00000057666 | 4375 | 77 | 0.00 |  | ENSMUSG00000058163 | 432 | 208 | 0.01 |
| ENSMUSG00000040264 | 4138 | 114 | 0.00 |  | ENSMUSG00000004814 | 326 | 5501 | 0.00 |
| ENSMUSG00000022126 | 1783 | 66 | 0.00 |  | ENSMUSG00000076431 | 19 | 455 | 0.00 |
| ENSMUSG00000078922 | 3013 | 362 | 0.00 |  | ENSMUSG00000040152 | 392 | 5031 | 0.00 |
| ENSMUSG00000028270 | 7705 | 1058 | 0.00 |  | ENSMUSG00000022309 | 0 | 90 | 0.00 |
| ENSMUSG00000004296 | 121 | 13 | 0.00 |  | ENSMUSG00000031785 | 0 | 88 | 0.00 |
| ENSMUSG00000028268 | 6736 | 1336 | 0.00 |  | ENSMUSG00000036856 | 0 | 77 | 0.00 |
| ENSMUSG00000069874 | 1240 | 268 | 0.00 |  | ENSMUSG00000019997 | 1 | 89 | 0.00 |
| ENSMUSG00000105096 | 93 | 13 | 0.00 |  | ENSMUSG00000018593 | 187 | 1817 | 0.00 |
| ENSMUSG00000104713 | 389 | 83 | 0.00 |  | ENSMUSG00000022018 | 848 | 7779 | 0.00 |
| ENSMUSG00000035385 | 5307 | 1309 | 0.00 |  | ENSMUSG00000022469 | 66 | 674 | 0.00 |
| ENSMUSG00000030895 | 4179 | 1033 | 0.00 |  | ENSMUSG00000061878 | 15 | 217 | 0.00 |
| ENSMUSG00000060550 | 12164 | 3456 | 0.00 |  | ENSMUSG00000031740 | 4 | 98 | 0.00 |
| ENSMUSG00000079363 | 1587 | 447 | 0.00 |  | ENSMUSG00000010660 | 6 | 114 | 0.00 |
| ENSMUSG00000018899 | 5290 | 1555 | 0.00 |  | ENSMUSG00000038545 | 1 | 69 | 0.00 |
| ENSMUSG00000105504 | 237 | 63 | 0.00 |  | ENSMUSG00000006445 | 37 | 359 | 0.00 |

| **Gene ID** | **PDR_ count** | **SKYD_ count** | ***p* value** |  | **Gene ID** | **PDR_ count** | **SKYD_ count** | ***p* value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ENSMUSG00000032011 | 149 | 1190 | 0.00 |  | ENSMUSG00000044317 | 0 | 14 | 0.00 |
| ENSMUSG00000004951 | 310 | 2300 | 0.00 |  | ENSMUSG00000003032 | 70 | 229 | 0.00 |
| ENSMUSG00000029373 | 3690 | 26049 | 0.00 |  | ENSMUSG00000018500 | 418 | 1239 | 0.00 |
| ENSMUSG00000024486 | 0 | 53 | 0.00 |  | ENSMUSG00000023031 | 71 | 227 | 0.00 |
| ENSMUSG00000050711 | 0 | 49 | 0.00 |  | ENSMUSG00000019256 | 52 | 170 | 0.00 |
| ENSMUSG00000025355 | 290 | 1978 | 0.00 |  | ENSMUSG00000020063 | 46 | 153 | 0.00 |
| ENSMUSG00000037095 | 2041 | 13391 | 0.00 |  | ENSMUSG00000049130 | 1852 | 5261 | 0.00 |
| ENSMUSG00000037362 | 0 | 44 | 0.00 |  | ENSMUSG00000022836 | 0 | 13 | 0.00 |
| ENSMUSG00000049791 | 24 | 201 | 0.00 |  | ENSMUSG00000010175 | 0 | 13 | 0.00 |
| ENSMUSG00000034353 | 1199 | 6646 | 0.00 |  | ENSMUSG00000045930 | 0 | 13 | 0.00 |
| ENSMUSG00000067336 | 1 | 44 | 0.00 |  | ENSMUSG00000032494 | 0 | 13 | 0.00 |
| ENSMUSG00000037411 | 0 | 33 | 0.00 |  | ENSMUSG00000028195 | 12 | 54 | 0.00 |
| ENSMUSG00000050953 | 0 | 33 | 0.00 |  | ENSMUSG00000005413 | 1251 | 3480 | 0.00 |
| ENSMUSG00000002603 | 72 | 381 | 0.00 |  | ENSMUSG00000054364 | 185 | 535 | 0.00 |
| ENSMUSG00000016494 | 58 | 313 | 0.00 |  | ENSMUSG00000022475 | 96 | 284 | 0.00 |
| ENSMUSG00000044337 | 304 | 1399 | 0.00 |  | ENSMUSG00000026836 | 0 | 12 | 0.00 |
| ENSMUSG00000001300 | 35 | 189 | 0.00 |  | ENSMUSG00000073599 | 10 | 43 | 0.00 |
| ENSMUSG00000019929 | 1375 | 5747 | 0.00 |  | ENSMUSG00000030069 | 4 | 26 | 0.00 |
| ENSMUSG00000004791 | 0 | 24 | 0.00 |  | ENSMUSG00000031565 | 198 | 544 | 0.00 |
| ENSMUSG00000021611 | 0 | 24 | 0.00 |  | ENSMUSG00000017417 | 75 | 214 | 0.00 |
| ENSMUSG00000034881 | 247 | 976 | 0.00 |  | ENSMUSG00000031503 | 2 | 19 | 0.00 |
| ENSMUSG00000028108 | 7728 | 28858 | 0.00 |  | ENSMUSG00000022505 | 2 | 19 | 0.00 |
| ENSMUSG00000038742 | 16 | 89 | 0.00 |  | ENSMUSG00000042745 | 416 | 1089 | 0.00 |
| ENSMUSG00000040289 | 0 | 20 | 0.00 |  | ENSMUSG00000068196 | 0 | 11 | 0.00 |
| ENSMUSG00000025473 | 497 | 1724 | 0.00 |  | ENSMUSG00000042258 | 0 | 11 | 0.00 |
| ENSMUSG00000001827 | 0 | 19 | 0.00 |  | ENSMUSG00000031465 | 0 | 11 | 0.00 |
| ENSMUSG00000031250 | 0 | 18 | 0.00 |  | ENSMUSG00000026883 | 14 | 54 | 0.00 |
| ENSMUSG00000045005 | 0 | 17 | 0.00 |  | ENSMUSG00000033191 | 1 | 14 | 0.00 |
| ENSMUSG00000044562 | 0 | 17 | 0.00 |  | ENSMUSG00000031613 | 877 | 2203 | 0.00 |
| ENSMUSG00000006235 | 0 | 17 | 0.00 |  | ENSMUSG00000024241 | 15 | 55 | 0.00 |
| ENSMUSG00000000392 | 0 | 17 | 0.00 |  | ENSMUSG00000015468 | 11 | 41 | 0.00 |
| ENSMUSG00000020676 | 18 | 84 | 0.00 |  | ENSMUSG00000024087 | 0 | 10 | 0.00 |
| ENSMUSG00000022893 | 0 | 16 | 0.00 |  | ENSMUSG00000055254 | 0 | 10 | 0.00 |
| ENSMUSG00000027996 | 0 | 16 | 0.00 |  | ENSMUSG00000023885 | 0 | 10 | 0.00 |
| ENSMUSG00000015957 | 80 | 277 | 0.00 |  | ENSMUSG00000049001 | 0 | 10 | 0.00 |
| ENSMUSG00000027276 | 4 | 32 | 0.00 |  | ENSMUSG00000028868 | 338 | 835 | 0.00 |
| ENSMUSG00000069763 | 16 | 73 | 0.00 |  | ENSMUSG00000030123 | 43 | 121 | 0.01 |
| ENSMUSG00000001761 | 26 | 101 | 0.00 |  | ENSMUSG00000016933 | 51 | 140 | 0.01 |
| ENSMUSG00000057789 | 9 | 46 | 0.00 |  | ENSMUSG00000022528 | 153 | 382 | 0.01 |
| ENSMUSG00000030605 | 213 | 650 | 0.00 |  | ENSMUSG00000031902 | 227 | 558 | 0.01 |

| **Gene ID** | **PDR_ count** | **SKYD_ count** | ***p* value** |  | **Gene ID** | **PDR_ count** | **SKYD_ count** | ***p* value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ENSMUSG00000022425 | 47 | 129 | 0.01 |  | ENSMUSG00000014932 | 0 | 18 | 0.00 |
| ENSMUSG00000024290 | 275 | 672 | 0.01 |  | ENSMUSG00000031451 | 85 | 308 | 0.00 |
| ENSMUSG00000027665 | 76 | 194 | 0.01 |  | ENSMUSG00000024526 | 7 | 44 | 0.00 |
| ENSMUSG00000006311 | 0 | 9 | 0.01 |  | ENSMUSG00000041120 | 175 | 585 | 0.00 |
| ENSMUSG00000016458 | 0 | 9 | 0.01 |  | ENSMUSG00000027500 | 0 | 16 | 0.00 |
| ENSMUSG00000026586 | 0 | 9 | 0.01 |  | ENSMUSG00000029096 | 56 | 200 | 0.00 |
| ENSMUSG00000035458 | 0 | 9 | 0.01 |  | ENSMUSG00000015619 | 42 | 156 | 0.00 |
| ENSMUSG00000031963 | 0 | 9 | 0.01 |  | ENSMUSG00000025351 | 1157 | 3589 | 0.00 |
| ENSMUSG00000057722 | 0 | 9 | 0.01 |  | ENSMUSG00000009406 | 35 | 131 | 0.00 |
| ENSMUSG00000027985 | 279 | 656 | 0.01 |  | ENSMUSG00000045817 | 241 | 759 | 0.00 |
| ENSMUSG00000004328 | 4 | 21 | 0.01 |  | ENSMUSG00000022817 | 296 | 921 | 0.00 |
| ENSMUSG00000028763 | 4 | 21 | 0.01 |  | ENSMUSG00000021253 | 5 | 34 | 0.00 |
| ENSMUSG00000020458 | 156 | 372 | 0.01 |  | ENSMUSG00000021943 | 0 | 14 | 0.00 |
| ENSMUSG00000026043 | 122 | 291 | 0.01 |  | ENSMUSG00000026842 | 27 | 101 | 0.00 |
| ENSMUSG00000026193 | 2529 | 9983 | 0.00 |  | ENSMUSG00000022521 | 80 | 252 | 0.00 |
| ENSMUSG00000000094 | 0 | 9 | 0.01 |  | ENSMUSG00000029050 | 46 | 153 | 0.00 |
| ENSMUSG00000023078 | 153 | 2061 | 0.00 |  | ENSMUSG00000020919 | 495 | 1411 | 0.00 |
| ENSMUSG00000049907 | 0 | 103 | 0.00 |  | ENSMUSG00000038400 | 78 | 240 | 0.00 |
| ENSMUSG00000021319 | 0 | 71 | 0.00 |  | ENSMUSG00000038872 | 7 | 36 | 0.00 |
| ENSMUSG00000003665 | 0 | 68 | 0.00 |  | ENSMUSG00000055653 | 39 | 125 | 0.00 |
| ENSMUSG00000036699 | 0 | 62 | 0.00 |  | ENSMUSG00000044674 | 16 | 63 | 0.00 |
| ENSMUSG00000033295 | 12 | 168 | 0.00 |  | ENSMUSG00000006958 | 0 | 12 | 0.00 |
| ENSMUSG00000024544 | 73 | 516 | 0.00 |  | ENSMUSG00000020176 | 0 | 12 | 0.00 |
| ENSMUSG00000029661 | 21 | 187 | 0.00 |  | ENSMUSG00000011096 | 189 | 520 | 0.00 |
| ENSMUSG00000025854 | 317 | 1960 | 0.00 |  | ENSMUSG00000024940 | 16 | 57 | 0.00 |
| ENSMUSG00000030669 | 0 | 36 | 0.00 |  | ENSMUSG00000024975 | 436 | 1087 | 0.00 |
| ENSMUSG00000020108 | 18 | 133 | 0.00 |  | ENSMUSG00000050071 | 0 | 10 | 0.00 |
| ENSMUSG00000021388 | 16 | 120 | 0.00 |  | ENSMUSG00000036333 | 73 | 189 | 0.01 |
| ENSMUSG00000008999 | 0 | 29 | 0.00 |  | ENSMUSG00000060216 | 563 | 1334 | 0.01 |
| ENSMUSG00000006205 | 20 | 130 | 0.00 |  | ENSMUSG00000062312 | 0 | 9 | 0.01 |
| ENSMUSG00000038508 | 20 | 127 | 0.00 |  | ENSMUSG00000026383 | 0 | 9 | 0.01 |
| ENSMUSG00000040488 | 6 | 59 | 0.00 |  | ENSMUSG00000031681 | 241 | 555 | 0.01 |
| ENSMUSG00000024598 | 0 | 24 | 0.00 |  | ENSMUSG00000033585 | 2 | 52 | 0.00 |
| ENSMUSG00000046058 | 17 | 96 | 0.00 |  | ENSMUSG00000021214 | 113 | 659 | 0.00 |
| ENSMUSG00000022150 | 264 | 971 | 0.00 |  | ENSMUSG00000006930 | 9 | 35 | 0.01 |
| ENSMUSG00000042757 | 49 | 204 | 0.00 |  | ENSMUSG00000059146 | 2 | 981 | 0.00 |
| ENSMUSG00000031074 | 0 | 20 | 0.00 |  | ENSMUSG00000029530 | 131 | 4774 | 0.00 |
| ENSMUSG00000023047 | 0 | 20 | 0.00 |  | ENSMUSG00000029379 | 0 | 159 | 0.00 |
| ENSMUSG00000034612 | 0 | 20 | 0.00 |  | ENSMUSG00000021702 | 0 | 110 | 0.00 |
| ENSMUSG00000032726 | 0 | 19 | 0.00 |  | ENSMUSG00000031780 | 217 | 2882 | 0.00 |

| **Gene ID** | **PDR_ count** | **SKYD_ count** | ***p* value** |  | **Gene ID** | **PDR_ count** | **SKYD_ count** | ***p* value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ENSMUSG00000047898 | 0 | 87 | 0.00 |  | ENSMUSG00000047379 | 174 | 416 | 0.01 |
| ENSMUSG00000042306 | 0 | 41 | 0.00 |  | ENSMUSG00000031443 | 596 | 1380 | 0.01 |
| ENSMUSG00000000869 | 1 | 49 | 0.00 |  | ENSMUSG00000009281 | 621 | 1427 | 0.01 |
| ENSMUSG00000027962 | 512 | 2993 | 0.00 |  | ENSMUSG00000023235 | 145 | 341 | 0.01 |
| ENSMUSG00000032118 | 0 | 36 | 0.00 |  |  |  |  |  |
| ENSMUSG00000048251 | 144 | 701 | 0.00 |  |  |  |  |  |
| ENSMUSG00000055994 | 3 | 47 | 0.00 |  |  |  |  |  |
| ENSMUSG00000052957 | 3 | 44 | 0.00 |  |  |  |  |  |
| ENSMUSG00000040026 | 27911 | 115085 | 0.00 |  |  |  |  |  |
| ENSMUSG00000056427 | 0 | 25 | 0.00 |  |  |  |  |  |
| ENSMUSG00000022015 | 0 | 24 | 0.00 |  |  |  |  |  |
| ENSMUSG00000021508 | 24 | 128 | 0.00 |  |  |  |  |  |
| ENSMUSG00000042190 | 205 | 820 | 0.00 |  |  |  |  |  |
| ENSMUSG00000026235 | 0 | 22 | 0.00 |  |  |  |  |  |
| ENSMUSG00000062380 | 74 | 308 | 0.00 |  |  |  |  |  |
| ENSMUSG00000037868 | 30 | 140 | 0.00 |  |  |  |  |  |
| ENSMUSG00000025959 | 134 | 517 | 0.00 |  |  |  |  |  |
| ENSMUSG00000028126 | 56 | 230 | 0.00 |  |  |  |  |  |
| ENSMUSG00000033542 | 0 | 19 | 0.00 |  |  |  |  |  |
| ENSMUSG00000019122 | 31799 | 107706 | 0.00 |  |  |  |  |  |
| ENSMUSG00000014158 | 16 | 77 | 0.00 |  |  |  |  |  |
| ENSMUSG00000041120 | 175 | 585 | 0.00 |  |  |  |  |  |
| ENSMUSG00000029371 | 0 | 16 | 0.00 |  |  |  |  |  |
| ENSMUSG00000038668 | 32 | 122 | 0.00 |  |  |  |  |  |
| ENSMUSG00000021194 | 0 | 15 | 0.00 |  |  |  |  |  |
| ENSMUSG00000028341 | 0 | 15 | 0.00 |  |  |  |  |  |
| ENSMUSG00000029071 | 30 | 115 | 0.00 |  |  |  |  |  |
| ENSMUSG00000026640 | 0 | 14 | 0.00 |  |  |  |  |  |
| ENSMUSG00000062991 | 32 | 111 | 0.00 |  |  |  |  |  |
| ENSMUSG00000020900 | 0 | 13 | 0.00 |  |  |  |  |  |
| ENSMUSG00000072596 | 4981 | 13817 | 0.00 |  |  |  |  |  |
| ENSMUSG00000037613 | 14 | 59 | 0.00 |  |  |  |  |  |
| ENSMUSG00000059714 | 877 | 2413 | 0.00 |  |  |  |  |  |
| ENSMUSG00000055633 | 6 | 31 | 0.00 |  |  |  |  |  |
| ENSMUSG00000031385 | 0 | 11 | 0.00 |  |  |  |  |  |
| ENSMUSG00000042265 | 799 | 2015 | 0.00 |  |  |  |  |  |
| ENSMUSG00000061731 | 134 | 349 | 0.00 |  |  |  |  |  |
| ENSMUSG00000019194 | 58 | 160 | 0.00 |  |  |  |  |  |
| ENSMUSG00000074657 | 0 | 10 | 0.00 |  |  |  |  |  |
| ENSMUSG00000039115 | 37 | 100 | 0.01 |  |  |  |  |  |

# Supplementary material for: Study on the Effect of Macrophages on Vascular Endothelium in Mice With Different TCM Syndromes of Dyslipidemia and its Biological Basis Based on RNA-Seq Technology
**Source:** Front Pharmacol. 2021 Aug 26;12:665635. doi: 10.3389/fphar.2021.665635
**Supplement:** Supplementary file 2

**Supplementary File 1**

**Supplementary documentation on screening of macrophage mixed samples**

(1) Sampling and macrophage screening methods: aorta of animals from the PDR group and the SKYD group were isolated and removed intact, digested by adding trypsin, sieved and ground, digestion was terminated, centrifuged, supernatant was decanted, resuspended by adding PBS, centrifuged again, supernatant was decanted, and labeled with FITC Anti-Mouse F4/80 Antigen (BM8.1) and PE Anti-Human/ Mouse CD11b (M1/70), blown and resuspended, and stored away from light. After labeling macrophages, macrophages were screened by fluorescence-activated cell sorting (FACS) using the MoFlo XDP Ultra-Fast Flow Cell Sorting System (Beckman Coulter Co., Ltd).

(2) Pictures of screening by flow cytometry (R6 is macrophage)

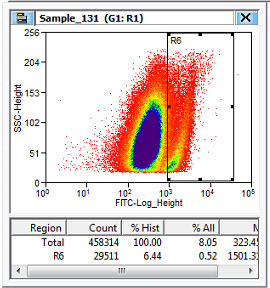

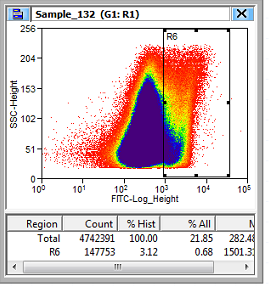

(3) Due to the insufficient number of macrophages screened from a single animal, in order to be able to carry out the next transcriptome detection, we mixed the macrophages of 5 animals in each group, which can meet the requirements of transcriptome detection;

(4) In order to ensure the objectivity and stability of statistical analysis of test data, we used the following methods for data analysis after sequencing of macrophage transcriptome:

For samples without biological duplication, the difference analysis software is edgeR software, which can realize the difference analysis of characteristic samples.

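With a single library in each group, the spread between mice cannot be measured, and a test of this kind needs a value for it that is assumed. The pooling of mice before sequencing averages their expression and does not show how much they differ. The text of the article names the DESeq package for the same step, and neither text gives the assumed value.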

The following is the official website information of edgeR software:

<http://bioconductor.org/packages/release/bioc/html/edgeR.html>

How the deposited data were processed for this re-analysis (not part of the article)

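RNA from sorted aortic macrophages was sequenced in 1 pooled library of 5 mice for the PDR group and 1 for the SKYD group. The authors filtered the reads, aligned them with TopHat, counted them with HTSeq and deposited FPKM for 54532 genes with their length, position and biotype. The positions match a GENCODE annotation of GRCm38, in which 98.3% of the 54409 shared genes have the same start and end. The article names DESeq and the supplement edgeR as the authors' tools for differential expression, and neither gives the spread that was assumed.

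Reads were recovered as FPKM times gene length times library size, with the sizes set from the read numbers in Supplementary Material S2. The 10 most abundant genes took 14.5% of reads in the PDR library and 15.4% in the SKYD library. For a count of 0, the limit of 3 reads is 1.3e-05% of the PDR library and 1.18e-05% of the SKYD library. Genes with a mean FPKM of at least 1 were compared as log2(FPKM + 1), PDR minus SKYD, and a difference of more than 2-fold was counted. Lists of genes for 7 processes and 13 cell types were compared with 10000 random lists matched in 20 bins of mean expression. A median outside the central 95% of these was taken as apart, and a list needed at least 3 expressed genes. No p-value was computed across genes, and no replicate or paired comparison was possible.

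The main settings, the 7 process lists, the 13 cell type lists and the alternatives in the closing section, apart from those named there as added, were set before the data were examined. The genes named in the text were chosen by a rule set at the same time, namely the genes the paper names, the 5 with the largest difference each way among all tested genes and among the genes of Supplementary Material S2, and the 3 of each list with the highest mean FPKM. Other genes named were chosen after their values were seen. Further lists for liver genes, immature T cells, effector T and NK cells, early B cells, B cells, thymic epithelium and glycolysis were added later.

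Alternatives were pseudocounts of 0.1 and 0.01, no filter on FPKM, a mean FPKM of at least 5, rescaling to TPM, centring on the median or on a trimmed mean, protein-coding genes only, a 4-fold threshold, Reactome sets, lists without hepatocyte, platelet and Cyp genes, random lists in 50 bins, and a negative binomial exact test of the reads with assumed coefficients of variation of 0.1, 0.2 and 0.4 and Benjamini-Hochberg adjustment at 0.05. Sequence shared between genes was found as windows of 64 bases that occur in transcripts of another gene. The steps were tested on simulated data. Reads were recovered for all 54532 simulated genes. With an added spread of 0.2 between the pooled libraries, 185 of 200 genes changed 4-fold were called and 103 of 10184 unchanged genes were called. With counting noise alone, 5 of 200 random lists fell outside the central 95%. Their genes were drawn at random, so lists of genes that move together were not tested. The work used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Blood lipids, staining and behaviour were not analysed here, and GO enrichment was not repeated.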

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

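The tests on P450 induction, macrophage share, scaling, effector T and NK cells, early B cells, thymic epithelium, the scale of B cell markers and the B cell markers were chosen only after the results were seen, and the thresholds for early B cells and thymic epithelium were set after their values were printed.

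Genes that mark cells other than macrophages had reads in both libraries, above the limit that a count of 0 allows. The article does not discuss them. The libraries with more reads had 97206 reads on hepatocyte markers, 50505 on platelet markers, 88605 on neutrophil markers, 562210 on erythroid markers, 964233 on B cell markers and 96187 on T and NK cell markers. They had 11604 on fibroblast markers, 3527 on smooth muscle markers, 1127 on endothelial markers, 1920 on mast cell and basophil markers, 7063 on bone and cartilage markers and 25355 on markers of liver macrophages and stellate cells. Ckb alone had 3254 of the smooth muscle reads, and Acp5 alone had 6707 of the bone and cartilage reads. Acta2 had 65 reads in PDR and 104 in SKYD, but Myh11, Tagln and Cnn1 had 0 in both. Bglap, Sp7 and Col2a1 of the bone and cartilage list also had 0 in both. The totals of these lists are therefore weak evidence of such cells. A lower share of macrophages in PDR, as the only difference, would raise all other cell types alike. The T and NK cell markers moved the other way, by -1.62, and so did the fibroblast markers. Where other cell types also differ on their own, these signs cannot decide. A lower share beside such differences stays open, and the macrophage markers were lower in PDR, with a median of -0.61. Median differences were 0.43 for neutrophil, 0.03 for platelet, 0.03 for erythroid, 0.32 for smooth muscle, 0.11 for mast cell and basophil, -0.76 for bone and cartilage, -1.78 for fibroblast and -0.53 for liver macrophage markers. Endothelial markers had 1 expressed gene, too few for a median. Of these medians, those of neutrophil, fibroblast and liver macrophage markers lay apart from random lists. Syndrome, drug, diet time and age stay open as biological explanations and were not tested.

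Epoxygenase P450 genes were higher in PDR together with hepatocyte markers. Induction of P450 genes alone is argued against by the other hepatocyte markers, of which 26 of 27 were higher in PDR. A scale moves all genes alike, and it is argued against by the random lists matched to the P450 list, whose central 95% reached up to 0.31 against a median of 1.65 for the list. RNA or cells of the liver in the PDR pool are a candidate explanation, since a further list of liver genes, written before its values were looked up, had a median of 1.56 and all 21 expressed genes were higher in PDR. The hepatocyte genes with the highest mean FPKM were Apoa2, with 10000 reads in PDR and 3952 in SKYD, Fabp1, with 5320 and 2307, and Apoa1, with 11678 and 3437. By reads, the most abundant was Alb, with 14192 and 4261. Liver RNA would also bring P450 genes, and P450 reads were 13.1% of the P450 and hepatocyte reads in PDR and 10.6% in SKYD. Of the 29 hepatocyte markers, 28 had a mean FPKM of at least 1 in these macrophage libraries, 0 are in another list and 1 was selected by the study, while the study selected 20 of 35 P450 genes. How liver RNA would reach a sorted aortic sample was not tested, and a response of the cells that includes liver genes stays open.

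T lineage genes were higher in SKYD. T cell receptor genes had 86280 reads in SKYD, 0.339% of the library against 0.0449% in PDR, and 15 genes of immature T cells, picked from these libraries, had 66734. Cd8b1 had 1383 reads in PDR and 19828 in SKYD, Dntt had 39 and 10953, and Rag2 had 0 and 2262. More effector T and NK cells are argued against by their genes, with a median of 1.27, higher in PDR. Mature naive T cells would not raise these genes and stay open. Il7r and Lef1, which naive and immature T cells express, had differences of -0.56 and -0.76. Early B cells as the main source are argued against by the surrogate light chain genes other than Vpreb3, which had 39 reads in SKYD, far below those of Rag2 and Dntt. These genes were nevertheless higher in SKYD, with 2 reads in PDR and 24 in SKYD for Vpreb1 and 0 and 15 for Igll1, so a small number of early B cells there stays open. Vpreb3, which mature B cells also express, had 665 and 64. Immature T cells of the thymus in the SKYD pool are a candidate explanation, since a further list, from which 1 gene already seen was left out, had a median of -0.85 over 11 genes, 9 of them lower in PDR. Of the 15 immature T cell genes, 5 are in another list and 3 were selected by the study. Thymic epithelium cannot be told apart: 9 of 12 of its genes were above 3 reads and higher in SKYD, but Cldn3 and Prss16 barely differed, at -0.050 and -0.043, Ly75 was higher in PDR, with 65 reads against 41, and Foxn1 and Psmb11 had 0 reads. The median of its 4 expressed genes was -0.41, at the 9.58 percentile of random lists and inside their central range, and several of the 9 are genes of other epithelia.

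Immunoglobulin genes had 1858709 reads in PDR, 8.05% of the library against 2.97% in SKYD. Left out of the library sizes, they shift the median difference of the other genes from -0.01 to 0.056. The number of other genes more than 2-fold apart was then 1371 against 1338, but this correction moves all genes alike, so the count does not decide whether these reads changed other genes, and that stays open. A shift of scale as the source of the higher B cell markers is argued against by the random lists matched to the markers other than immunoglobulin genes, whose central 95% reached up to 0.38 against a median of 2.23 for the markers. B cells in the PDR pool are a candidate explanation, since these markers were apart from the random lists and a further list of B cell genes, written before its values were looked up, had a median of 1.88 with 10 of 10 expressed genes higher in PDR. The markers with the highest mean FPKM were Igkc, with 699229 reads in PDR and 344229 in SKYD, Ighm, with 163396 and 137506, and Cd79b, with 26961 and 6012. Of the 17 markers, 1 is in another list and 0 were selected by the study.

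Apoe had 17336 reads in PDR and 3618 in SKYD although the mice carry a knockout of this gene. Reads per gene do not show whether they lie in the deleted part, no wild-type library was analysed here, and no explanation was tested.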

How the results depend on the processing

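The negative binomial settings over all genes with reads, and the counts without immunoglobulin and T cell receptor genes, were chosen only after the results were seen. No paired analysis was possible because each group has 1 library.

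Of 188 list medians under alternatives, 174 kept their direction and their side of the central 95% of random lists. The medians of the interferon-gamma list stayed between 0.45 and 0.94, of the interferon-beta list between 0.49 and 1.09, and of the epoxygenase P450 list between 1.12 and 2.02. With a mean FPKM of at least 5, the other AA enzymes reached -0.38 and lay apart, and growth factor genes were at -0.34 and no longer apart. At that filter, platelet markers turned to -1.21 and lay apart, and erythroid markers turned to -0.21 and did not. Without a filter, growth factor genes were at -0.11 and chemotaxis genes at 0.037, both no longer apart, and erythroid markers turned to -0.061, smooth muscle markers to -0.043 and mast cell markers to -0.072. Rescaling to TPM turned the other AA enzymes to 0.0027. The Reactome sets turned them to 0.059 and angiogenesis to 0.021. Without hepatocyte, platelet and Cyp genes, the other AA enzymes were at -0.38 and lay apart. Among protein-coding genes, bone and cartilage markers stayed at -0.76 and lay apart. The filters change which genes are tested; otherwise the cause was not tested. No Reactome set was run for growth factor genes, and the P450 list has no genes left without Cyp genes.

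Counts of genes more than 2-fold higher in PDR and in SKYD were 464 and 373 with a mean FPKM of at least 5, 194 and 216 at 4-fold, and 141 and 197 with the negative binomial test at a variation of 0.4. Other alternatives raised them, to 1057 and 1010 at a pseudocount of 0.1 and 1096 and 1048 at 0.01. They were 904 and 793 with TPM and 856 and 851 without a filter on FPKM. Among protein-coding genes, 542 were higher in PDR and 473 in SKYD. The stricter settings test or pass fewer genes by construction. Over genes with more than 1 read, the negative binomial test called 2267 and 3115 at 0.1, 1763 and 2377 at 0.2, 941 and 1439 at 0.3, and 363 and 696 at 0.4. Over genes with at least 1 read, it called 2267 and 3114 at 0.1, 1749 and 2354 at 0.2, and 356 and 687 at 0.4. These counts fell as the assumed variation rose, and the data cannot set it.

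For the selected genes, a mean FPKM of at least 5 left 33 higher in PDR and 45 higher in SKYD, 44 of them more than 2-fold. At 4-fold, 14 and 18 remained above the threshold. The number more than 2-fold higher in SKYD rose to 186 at a pseudocount of 0.1 and 218 at 0.01, as many of these genes have few reads, which limits their folds. Of 115 named genes, 51 had a value outside their interval under some alternative, and 2 changed direction, Sdha and Xist, whose differences were near 0. Sdha reached 0.011 with TPM and Xist 0.0018 with the trimmed mean.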

Differences from the paper's values

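The negative binomial tests over all genes with reads were chosen only after the values were seen.

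The paper reports 4142 genes that differ, and 1486 were more than 2-fold apart here. It reports 1781 genes upregulated, against 767 here, and 2361 downregulated, against 719. None of the alternatives set before the data were examined closed these gaps. Over genes with more than 1 read, the negative binomial test gave 4140 genes at an assumed variation of 0.2, with 1763 and 2377, and 5382 at 0.1, with 2267 and 3115. Both fall within 1.5 times the paper's values and were chosen after seeing the values. Of the genes called at 0.2, 874 higher in PDR and 1562 higher in SKYD had a mean FPKM under 1. The main count leaves such genes out. The same test over genes with at least 1 read, also chosen after seeing the values, gave 4103 at 0.2 and 5381 at 0.1. At 0.3 it gave 2380 and at 0.4 it gave 1059 over genes with more than 1 read, and 1043 at 0.4 over genes with at least 1 read, which do not reach the paper's values. These settings were tried because the number of genes with more than 1 read, 20485, was noticed beside the numbers in Fig. 3. They are settings under which the counts fall near the paper's, and the paper does not state that it used them.

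Genes without a difference number about 16000 in Fig. 3, read by eye, and 8913 here, among genes with a mean FPKM of at least 1. With the test at 0.2 over genes with more than 1 read, chosen after seeing the values, genes without a difference number 16345.

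The paper states that a number of the selected genes had more reads in the PDR group, and the reads give 65 such genes of 283. The paper's number is 74. The paper states that IFN-β expression was higher in PDR, and Ifnb1 had 0 reads in PDR and 12 in SKYD. Chemotaxis is stated to be enhanced in SKYD, while the chemotaxis list had a median of 0.20, higher in PDR, although its share of reads was higher in SKYD. Of the 62 genes of that list, 15 are also in another list. Cxcl10 and Cxcl9 of the interferon-gamma list were at 3.37 and 2.29. Csf3r and Cxcr2 of the neutrophil list were at 0.65 and 0.59. Pf4 of the platelet list and Ccr9 went the other way, at -2.72 and -3.67. The median therefore does not describe macrophages alone and does not test the paper's statement about them. Angiogenesis is stated to be enhanced in SKYD, and the 15 expressed genes of the angiogenesis list, with a median of -0.12, were not apart from random lists, while the 14 angiogenesis genes that the study selected all had more reads in SKYD. AA metabolism is stated to be higher in PDR, and the paper counts P450 enzymes as a pathway of it. The epoxygenase P450 list was higher in PDR, with a median of 1.65, while the AA enzymes outside that list had a median of -0.01. Of those other enzymes, the study selected 3 with more PDR reads and 1 with more SKYD reads.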

Other observations

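The tests on glycolysis, on scaling, on Ifnb1 and on genes shared by the interferon lists were chosen only after the results were seen.

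Gapdh was higher in PDR, with 4375 reads against 77. A shift of glycolysis as a whole is argued against by the other glycolysis genes, with a median of 0.14 and differences from -0.57 to 0.997. Reads assigned to annotated copies in SKYD are argued against by 5703 reads on genes that share sequence with Gapdh in SKYD, no more than the 5951 in PDR. A difference in how reads on genes with copies were counted cannot be told apart. Protein-coding genes that share at least 50% of their sequence with another gene had a median of -0.049, but 84 were higher in PDR and 99 lower, and Gapdh shares 23.5% and is not among them. What set Gapdh apart between the libraries stays open, and a difference between the mice was not tested.

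Interferon response genes were higher in PDR. A scale moves all genes alike, and it is argued against by the random lists matched to both lists, whose central 95% reached up to 0.20 against medians of 0.93 and 0.97. Genes shared by both lists are argued against as the whole source, since 2 of 36 genes of the interferon-beta list are shared and its median without them was 0.87. A response to IFN-β made by the PDR cells cannot be told apart, since Ifnb1 had 12 reads in SKYD and 0 in PDR, too few to decide, and the sorted cells need not make the interferon they respond to. Syndrome, drug, diet time and age stay open and untested.

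Both libraries had reads on Y chromosome genes, and Xist had 0 reads in PDR and 1 in SKYD. Without immunoglobulin and T cell receptor genes, 649 genes were more than 2-fold higher in PDR and 603 in SKYD.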
